# Mutation of the EPHA2 Tyrosine-Kinase Domain Dysregulates Cell Pattern Formation and Cytoskeletal Gene Expression in the Lens

**DOI:** 10.3390/cells10102606

**Published:** 2021-09-30

**Authors:** Yuefang Zhou, Thomas M. Bennett, Philip A. Ruzycki, Alan Shiels

**Keywords:** lens, ephrin receptor, cell patterning, cytoskeleton, cataract

## Abstract

Genetic variations in ephrin type-A receptor 2 (EPHA2) have been associated with inherited and age-related forms of cataract in humans. Here, we have characterized the eye lens phenotype and transcript profile of germline *Epha2* knock-in mutant mice homozygous for either a missense variant associated with age-related cataract in humans (*Epha2*-Q722) or a novel insertion-deletion mutation (*Epha2*-indel722) that were both located within the tyrosine-kinase domain of EPHA2. Confocal imaging of ex vivo lenses from *Epha2*-indel722 mice on a fluorescent reporter background revealed misalignment of epithelial-to-fiber cell meridional-rows at the lens equator and severe disturbance of Y-suture formation at the lens poles, whereas *Epha2*-Q722 lenses displayed mild disturbance of posterior sutures. Immunofluorescent labeling showed that EPHA2 was localized to radial columns of hexagonal fiber cell membranes in *Epha2*-Q722 lenses, whereas *Epha2*-indel722 lenses displayed disorganized radial cell columns and cytoplasmic retention of EPHA2. Immunoprecipitation/blotting studies indicated that EPHA2 formed strong complexes with Src kinase and was mostly serine phosphorylated in the lens. RNA sequencing analysis revealed differential expression of several cytoskeleton-associated genes in *Epha2*-mutant and *Epha2*-null lenses including shared downregulation of *Lgsn* and *Clic5*. Collectively, our data suggest that mutations within the tyrosine-kinase domain of EPHA2 result in lens cell patterning defects and dysregulated expression of several cytoskeleton-associated proteins.

## 1. Introduction

First identified as epithelial cell kinase (eck), ephrin type-A receptor 2 (EPHA2) belongs to the largest subfamily of receptor tyrosine kinases that were originally discovered in a human erythropoietin-producing-hepatoma (EPH) cell line [1,2]. EPH receptors and their membrane-bound EPH receptor interacting ligands, or ephrins, play key signaling roles in embryonic development including tissue patterning, neurogenesis and vasculogenesis, adult tissue physiology including bone homeostasis and insulin secretion along with various diseases including cancers and neurodegeneration [3,4,5]. The mammalian EPH/ephrin receptor subfamily comprises 14 receptors divided into type-A (EPHA1-8, 10) and type-B (EPHB1-5) that preferentially interact with ephrin type-A (EFNA1-5) and type-B (EFNB1-3) ligands, respectively, to elicit forward (receptor-driven) or reverse (ligand-driven) bidirectional signaling in neighboring cells. Like other receptor tyrosine kinases, EPHA2 shares a type-1 (single-pass) transmembrane glycoprotein topology with several functional domains including an extracellular (N-terminal) ligand binding domain and an intracellular (C-terminal) tyrosine kinase (TK) signaling domain and a sterile-alpha-motif (SAM) domain implicated in modulating kinase activity and receptor dimerization [6,7]. Canonical forward signaling by EFNA1-EPHA2 often promotes cell–cell repulsion accompanied by EPHA2 oligomerization, phosphorylation, and kinase activation, whereas EPHA2-EFNA1 reverse signaling elicits kinase-independent cell–cell adhesion or repulsion depending on the specific cellular–extracellular context [8,9]. In addition, EPHA2 possesses ligand-independent kinase activity in many cultured tumor cell types [8,10] and overexpression of EPHA2 serves both as a prognostic marker and therapeutic target in various human epithelial cancers (e.g., breast, gastric, and lung), glioblastoma, and melanoma, whereas EPHA2 sequence variants have been associated with susceptibility to Kaposi’s sarcoma [9,11,12]. In addition, EPHA2 serves as a receptor for the growth factor progranulin [13] and several infectious agents including oncogenic viruses and fungal pathogens, and is involved in blood–brain barrier breakdown during malarial infection [14,15,16].

Besides cancer and infectious diseases, EPHA2 has been repeatedly linked with clouding of the eye lens or cataract(s)—a leading cause of visual impairment worldwide [17]. Currently, at least 23 coding, mutations in the human EPHA2 gene (*EPHA2*) underlie inherited, mostly autosomal dominant, forms of early-onset cataract often with a variable clinical morphology described as nuclear, cortical, and posterior polar/sub-capsular opacities depending on their location within the lens [18] (https://cat–map.wustl.edu/; accessed on 30 July 2021). Most *EPHA2* mutations underlying inherited cataract are missense or frameshift with the majority located in cytoplasmic regions of the receptor including the SAM and TK domains. In addition to relatively rare forms of inherited cataract, at least 12 common single nucleotide variants in *EPHA2* (mostly non-coding) including one non-synonymous coding variant (p.R721Q) located in the TK domain have been associated with susceptibility to the much more prevalent forms of age-related nuclear, cortical, and posterior sub-capsular cataracts [19,20] (https://cat–map.wustl.edu/; accessed on 30 July 2021). Further, in addition to such germline cataract-risk variants, *EPHA2* coding variants predicted to be functionally deleterious have been found in genomic DNA from lenses of adults over 50 years of age raising the possibility that somatic *EPHA2* variants may also contribute to the risk for age-related cataract [21].

The crystalline lens is a transparent, ellipsoidal, biomechanical structure that plays a critical role in anterior eye development and variable fine-focusing of images onto the photosensitive retina [22,23]. At the cellular level, the lens is surrounded by a basement membrane or capsule containing an anterior monolayer of epithelial cells that divide and terminally differentiate throughout life into highly elongated fiber cells precisely organized into tightly packed, concentric layers or growth shells to form the refractive mass (nucleus and cortex) of the lens [24,25]. Lens fiber cell differentiation is characterized by cytoplasmic accumulation of crystallin proteins, plasma membrane specialization including gap-junction plaques, actin cytoskeleton remodeling, programmed organelle loss, and core syncytium formation [24,26,27,28,29]. EPHA2 is an abundant component in the lens cell-membrane proteome accounting for ~10% of cell signaling molecules [30]. Disruption of the mouse EPHA2 gene (*Epha2*) has been associated with a variable lens phenotype ranging from severe progressive cataract formation and lens rupture to subtle nuclear opacities or clear lenses with translucent regions resulting from lens cell disorganization [20,31,32,33,34,35,36]. Here, we characterize the lens phenotype and gene expression profile of the first mice, to our knowledge, harboring mutations in the TK domain of EPHA2.

## 2. Materials and Methods

### 2.1. Mice and Lenses

*Epha2*-null mice (Stock no. 006028) [37], transgenic tandem-dimer (td)-Tomato (tdT) reporter mice (Stock no. 007576) [38], and C57BL/6J (B6J) mice (Stock no. 000664) were obtained from The Jackson Laboratory (Bar Harbor, ME, USA). Germline *Epha2*-mutant mice were generated by clustered regularly interspersed short palindromic repeats and CRISPR-associated protein 9 (CRISPR/Cas9) gene editing technology in our Genome Engineering and iPSC Center (GEiC) and Mouse Embryo Stem (ES) Cell Core facility using standard protocols as described [39]. Briefly, guide RNAs (gRNAs) were designed in silico flanking the target site and selected based on minimum off-target sites and distance from target site. A donor single-stranded oligo-deoxynucleotide (ssODN) was designed to introduce a non-synonymous (p.R722Q) variant into exon-13 of *Epha2* to replicate that (p.R721Q) predicted to be associated with age-related cortical cataract in humans [20]. Sequences of the gRNAs and ssODN were as follows:

*Epha2*.g2, 5′-gttcagtgtacttcagttggngg; Epha2.g3, 5′-ttcagtgtacttcagttggtngg; Epha2.ssODN-antisense, 5′-ggc cag gtc ccg gtg cac gta gtt cat gtt ggc cag gta ctt cat gcc gga tgc gat acc ctg cag cat gcc cac tag ctg aag tac act gaa ctc acc atc ctt ctc ctg cag aga tag gcc ctc agt gct gac cgg. Correctly edited and ‘off-target’ founder mice were identified by PCR-amplification and Sanger sequencing with gene-specific primers (Table S1, Figure S1) as described [39] and subsequently bred onto the B6J genetic background to avoid a deletion mutation in the gene for lens beaded-filament-structural-protein-2 (CP49) carried by some inbred strains [40]. *Epha2*-null mice (B6J background) were genotyped by PCR-amplification as described [34]. *Epha2*-mutant mice were crossed with tdT-reporter mice (B6J background) to generate mutant and wild type littermates that constitutively express membrane-targeted tdT. Expression of tdT was detected in vivo by means of a Dual Fluorescent Protein Flashlight (Nightsea, Lexington, MA, USA) and confirmed by PCR genotyping as described [38]. Mice were humanely killed by CO_2_ asphyxiation followed by cervical dislocation or decapitation. Eyes were removed from age- and sex-matched littermates and lenses dissected and imaged as described [35,39,41]. All mouse studies were approved by the Institutional Animal Care and Use Committee (IACUC) at Washington University (Protocol No. 20190175) in compliance with the Institute for Laboratory Animal Research (ILAR) guidelines.

### 2.2. Whole-Mount Imaging of tdT Labeled Lenses

Lenses labeled with membrane-targeted tdT were mounted in agarose-coated petri-dishes overlaid with pre-warmed cell culture medium and imaged (‘multi-area time-lapse’ function) at various depths (10–400 µm) from the lens surface using a water immersion objective lens attached to a confocal, fluorescence microscope (FluoView FV1000, Olympus, Center Valley, PA, USA) as described [35].

### 2.3. Immunofluorescence Confocal Microscopy

Enucleated eyes were processed using standard formaldehyde-fixed-paraffin-embedded (FFPE) and frozen section techniques followed by immunolabeling with antigen-specific primary antibodies (Table S2) and species-appropriate Alexa Fluor 488- or 546-conjugated secondary antibodies, (Thermo Fisher Scientific, Waltham, MA, USA), counterstaining of cell nuclei with 4′,6-diamidino-2-phenylindole (DAPI, MilliporeSigma, Burlington, MA, USA), and visualization by confocal imaging (FV1000 microscope, Olympus) performed as described [35,39,41,42].

### 2.4. Immunoblot and Immunoprecipitation Analyses

Following lens homogenization (Bullet Blender, Next Advance, Troy, NY, USA), lens post-nuclear lysates were quantified (Non-interfering protein assay, G-Bioscience, St. Louis MO, USA) and subjected to SDS-PAGE separation (Novex 4–12% gradient gels and an Invitrogen XCell electrophoresis/blot system, Thermo Fisher Scientific) and immunoblot analysis (Odyssey Infrared Imaging System, Li-Cor, Lincoln, NE, USA) using appropriate primary antibodies (Table S2) and IRDye labelled secondary antibodies (LiCor) as described [39,42]. Immunoprecipitation was performed using the Pierce Classic IP Kit (#26146, Thermo Fisher Scientific) according to the manufacturer’s instructions. Briefly, lens soluble protein (500 µg) in protease-phosphatase-inhibitor cocktail was precleared (1 h, 4 °C) with Control Agarose Resin and then serially incubated with primary antibody (10 µg, 16 h, 4 °C) followed by Protein A/G Agarose (1 h, 4 °C) to form immune complexes and the resulting eluted proteins subjected to immunoblot analysis as above with appropriate primary antibodies (Table S2).

### 2.5. RNA Sequencing Analysis

Lens total RNA was prepared in triplicate (6 lenses per sample) using the RNeasy Kit (Qiagen, Valencia, CA, USA), quantified by spectrophotometry (ND-2000, NanoDrop, Wilmington, NJ, USA) and then sized for quality by electrophoresis (2100 Bioanalyzer, Agilent Technologies, Santa Clara, CA, USA) prior to next-generation sequencing in our Genome Technology Access Center (GTAC). Samples with RNA integrity number (RIN) values >8.0 were subjected to poly-A selection (oligo-dT), chemical fragmentation, random hexamer priming, cDNA synthesis, and adapter-ligation using the TruSeq RNA Library Prep Kit (Illumina, San Diego, CA, USA) followed by paired-end (2 × 101 nt), multiplexed sequencing (HiSeq 2500, Illumina) according to the manufacturer’s instructions. Raw data were mapped to the mouse mm10 genome build using STAR (v2.5.3a) [43]. Aligned reads were filtered for quality using SAMtools (v1.4.1) [44] and read counts per gene were determined using HTSeq (v0.11.0) [45]. The EdgeR [46] was used to implement the quantile-adjusted conditional maximum likelihood method to perform pairwise comparisons and *p*-values were adjusted using the Benjamini–Hochberg Procedure. Heatmaps and other plots were generated using custom scripts and gplots, ggplot2, and ComplexHeatmap [47]. Gene ontology was performed using the Gene Ontology Resource (http://geneontology.org/; accessed on 28 July 2021) [48].

## 3. Results

### 3.1. Epha2-Mutant Mice and Lenses

Using CRISPR/Cas9 gene editing, we generated mice to model a missense variant (c. 2162G > A, rs116506614) in exon 13 of *EPHA2* resulting in a conservative substitution of arginine-to-glutamine (p.Arg721Gln or p.R721Q) in the TK domain of EPHA2 that has been associated with age-related cortical cataract in humans [20]. Amino acid alignment revealed that the R721 codon (CGG) in human *EPHA2* was phylogenetically conserved with the R722 codon (AGG) of mouse *Epha2*. A donor single-stranded oligonucleotide was designed to introduce a two base pair change (c.2164_2165delAG > CA) that converted R722 (AGG) to Q722 (CAG). Genomic PCR and Sanger sequencing confirmed the introduction of the correct A > C transversion and G > A transition in exon-13 of *Epha2* in 9 of 47 (19%) founder (F0) mice. However, six of the nine F0 mice had acquired additional ‘off-target’ sequence changes including insertions and/or deletions (data not shown) leaving three (6%) correctly targeted mice (one male homozygote and two female heterozygotes) that were crossed to generate homozygous F1 offspring. Sequencing confirmed germline transmission of the p.R722Q substitution (Figure 1). Both heterozygous (p.R722Q) and homozygous (p.Q722Q) mutants were viable and fertile with no obvious signs of gross anatomical or behavioral abnormalities.

In addition to the correctly targeted mutant mice, we found that one of the off-target F0 mice was heterozygous for a novel *Epha2* mutation. At the DNA level this mutant allele comprised a single base insertion (c.2162_2163insT) causing a reading frame-shift that introduced three novel codons including the targeted 2-nucleotide change (GCA GGG TAT) followed by deletion of a 58-bp coding region before returning to the correct reading-frame 19 codons downstream (at codon R744). At the protein level, this compound mutation was predicted to cause an in-frame replacement of a 22-amino acid region (722-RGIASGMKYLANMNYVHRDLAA-743) from the TK domain of EPHA2 with three novel residues (722-AGY-724) resulting in an insertion-deletion mutation (p.R722_A743delinsAGY) that ‘truncates’ the wild type protein from 977 amino acids to 958 amino-acids (Figure 1). As with correctly targeted mice, sequencing confirmed germline transmission of this insertion-deletion (indel722) allele (Figure 1). Both heterozygous and homozygous F1 indel722 mutants were viable and fertile with no obvious anatomical or behavioral abnormalities.

Enucleated eyes from heterozygous and homozygous *Epha2*-mutant mice (Q722 and indel722) appeared indistinguishable from wild type and dissected lenses of heterozygous *Epha2*-mutants were grossly similar to wild type at 1–2 months of age (data not shown). By contrast, homozygous indel722 mutant lenses displayed translucent regions of internal refractive disturbance that were not observed in homozygous Q722 mutant or wild type lenses (Figure 2). However, neither heterozygous nor homozygous *Epha2*-mutant lenses manifest cataract formation through 12 months of age (data not shown). All subsequent studies were performed on lenses from homozygous *Epha2*-mutants referred to as *Epha2*-Q722 and *Epha2*-indel722 throughout.

### 3.2. Lens Cell Alignment and Suture Formation in Epha2-Mutant Mice

To visualize the global cellular organization of whole lenses ex vivo from *Epha2*-mutant mice, we generated *Epha2*-mutant and wild type littermates that constitutively express the red fluorescent protein tdT on cell membranes. First, we focused on the lens equator region where anterior epithelial cells begin terminal differentiation into highly-elongated fiber cells that form the refractive mass of the lens. In the wild type tdT lens (postnatal day 7, P7), equatorial imaging near the surface (10–20 µm depth) revealed the precise alignment of elongating, hexagonal-shaped fiber cells (in cross section) into meridional rows (Figure 3A). Such meridional alignment occurs as elongating fiber cells start migrating their apical tips across the anterior epithelium toward the anterior pole and their basal tips across the posterior capsule toward the posterior pole. At intermediate equatorial depths (100–150 µm), wild type fiber cells were aligned parallel to the anterior-posterior polar (i.e., optical) axis of the lens (Figure 3D). Imaging at greater equatorial depths (350–400 µm) in the wild type tdT lens revealed the ‘fulcrum’ (Figure 3G) where the apical tips of anterior epithelial cells pivot with the apical tips of elongating fiber cells [49]. Similar equatorial imaging of *Epha2*-Q722-tdT lenses revealed epithelial-to-fiber cell alignment including meridional rows and fulcrum formation along with pole-to-pole alignment of fiber cells resembling that found in wild type (Figure 3B,E,H). By contrast, equatorial imaging of *Epha2*-indel722-tdT lenses revealed elongating fiber cells characterized by misaligned meridional rows, deviation from the polar axis particularly at the posterior pole, and less sharply defined fulcrum formation with abnormal epithelial cell gaps and clustering (Figure 3C,F,I,J). We note that our attempts to image tdT-labelled lenses prior to P7 were hampered by their tendency to rupture during removal of the surrounding vasculature that is highly autofluorescent and interferes with imaging of these small lenses.

We next focused on the anterior and posterior pole regions of the lens where the tips of elongating fiber cells converge and overlap to form virtual, 3-branch (Y-shaped), suture lines centered on the optical axis [34,50,51]. In the wild type tdT lens (at P7 and P30), polar imaging revealed upright Y-shaped anterior suture lines and inverted Y-shaped posterior suture-lines that were rotationally spaced ~120° apart and centered on the optical axis (Figure 4A,D,G,J). Similarly, polar imaging of the *Epha2*-Q722-tdT lens, revealed anterior upright Y-sutures that resembled those of wild type (Figure 4B,H). However, posterior sutures at P30 were more variable than wild type with a tendency to form longer and/or unequal suture branches (Figure 4K). By contrast, polar imaging of the *Epha2*-indel722-tdT lens revealed variable disturbance of the anterior sutures often forming double-Y shapes (Figure 4C,I), whereas the posterior sutures were severely disturbed with groups of locally aligned fiber cells veering away from the optical axis to form offset, irregular, cleft-like formations with no discernable pattern or orientation (Figure 4F,L). Overall, these imaging data support a role for EPHA2 signaling in epithelial-to-fiber cell alignment (meridional row and fulcrum formation) at the lens equator and suture formation at the lens poles.

### 3.3. Expression and Distribution of EPHA2 Mutants in the Lens

To determine the effects of the Q722 and indel722 mutations on the expression and distribution of EPHA2 and other lens cell membrane proteins, we performed immunoblot analysis and immunofluorescence confocal microscopy. Immunoblotting revealed that the Q722 mutant was expressed at levels similar to wild type EPHA2 in the lens, whereas the indel722 mutant was present at reduced levels compared to the Q722 mutant and migrated with a molecular mass slightly lower (~2 kDa) than wild type EPHA2 (Figure 5A). These data are consistent with the in-frame deletion of 19 amino acids from the TK domain of EPHA2 (Figure 1) and suggest that the ‘truncated’ indel722 mutant protein and/or transcript may be relatively unstable compared to the full-length Q722 mutant in the lens. However, we cannot exclude reduced affinity and/or avidity of the EPHA2 antibody for the indel722 mutant versus the Q722 mutant on immunoblots.

In the wild type lens, immunofluorescent labeling revealed that EPHA2 was localized to fiber cell membranes highlighting the characteristic radial columns of flattened hexagonal cells of similar cross-sectional area serially aligned throughout the cortical region of the lens [50]—particularly along the short membrane faces (Figure 5B). Similarly, in the *Epha2*-Q722 lens, immunolabeling revealed that EPHA2 was primarily localized to radial columns of hexagonal fiber cell membranes (Figure 5C). By contrast, in the *Epha2*-indel722 lens, anti-EPHA2 labeling revealed that the radial columns of hexagonal fiber cells were profoundly disorganized, particularly in the inner cortex (Figure 5D). Instead of flattened hexagons, most *Epha2*-indel722 lens fiber cells exhibited an irregular cross-sectional size and shape including 4- or 5-sided cells that were randomly arranged throughout the cortex. Further, while EPHA2 was localized to fiber cell membranes there was reproducible evidence of diffuse membrane and perinuclear labeling suggesting that at least some of the indel722 mutant was retained in one or more cytoplasmic compartments—consistent with impaired targeting to the cell surface.

To visualize the effects of *Epha2*-mutants on the distribution of other lens cell membrane proteins we performed immunofluorescent labeling with antibodies to N-cadherin or cadherin-2 (CDH2), β-catenin or catenin β1 (CTNNB1), and connexin-46 or gap-junction alpha-3 protein (GJA3). In wild type lenses, both CDH2 and CTNNB1 labeling outlined the radial columns of flattened hexagonal fiber cells particularly along the narrow membrane faces (vertical plane), whereas GJA3 was localized to gap-junction plaques particularly on the broad faces of fiber cell membranes (horizontal plane) generating a ‘ladder-like’ appearance along the radial cell columns (Figure 6A,D,G). Immunolabeling of *Epha2*-Q722 lenses confirmed that CDH2, CTNNB1, and GJA3 were localized to fiber cell membranes aligned in radial columns similar to wild type (Figure 6B,E,H). In *Epha2*-indel722 lenses, all three proteins were primarily localized to fiber cell membranes that were grossly disorganized lacking radial column alignment and, in places, deviating away from the optical plane of the lens section (Figure 6C,F,I). Overall, these data suggest that while fiber cell membrane integrity was maintained in *Epha2*-mutant lenses, the radial column patterning of flattened, hexagonal, fiber cells was profoundly disturbed in *Epha2*-indel722 lenses.

### 3.4. EPHA2 Complex Formation and Phosphorylation in the Lens

As EPHA2 has been reported to form complexes with CTNNB1 and CDH2 [52,53] and to elicit downstream signaling in the lens through the neuronal proto-oncogene tyrosine-protein kinase Src [32], we undertook immunoprecipitation and immunoblotting techniques to detect lens EPHA2 interactions and phosphorylation status. Immunoprecipitation revealed that EPHA2 failed to form strong complexes with CDH2 and exhibited only trace complex formation with CTNNB1 relative to that between CTNNB1 and CDH2 (Figure 7A,B). By contrast, EPHA2 formed strong complexes with Src kinase (Figure 7C). Since the Q722 and indel722 mutations were located within the tyrosine-kinase domain of EPHA2 (amino acid residues 618–872), we attempted to compare the phosphorylation status of EPHA2 in wild type versus *Epha2*-mutant lenses. Phosphorylation of human EPHA2 has been reported at several tyrosine residues including Y588 (Y589 in mouse) and at several serine residues including S897 (S898 in mouse) in certain cancer cell lines [4,10,54]. EPHA2-S897/898 phosphorylation was readily detected by immunoblotting in both wild type and *Epha2*-Q722 lenses but not in *Epha2*-indel722 lenses—likely due to reduced levels of mutant protein in the latter (Figure 7D). By contrast, immunoblotting failed to detect EPHA2-Y588/589 phosphorylation in wild-type and *Epha2*-mutant lenses (data not shown). However, we are cautious about interpreting such negative results as immunoblotting of whole lenses may lack the sensitivity required to detect tyrosine phosphorylation that may be restricted to a specific sub-region of the lens (e.g., anterior epithelium). Overall, these data suggest that EPHA2 forms complexes with Src and is abundantly serine phosphorylated in the lens.

### 3.5. Gene Expression Profiles of Epha2-Mutant and Epha2-Null Lenses

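Lens RNA from wild type, Epha2-Q722, Epha2-indel722 and Epha2-null mice was sequenced at P7 as 3 libraries per genotype, each from 6 pooled lenses. Poly-A selected RNA was read as paired ends, aligned by the authors to mm10 with STAR and counted per gene with HTSeq. The deposited table holds read counts and CPM of 8676 genes, and every listed gene exceeds 3 CPM in at least 6 of the 12 libraries. Total counts per library ranged from 14543069 to 20340688 with a median of 18521249, and 3 counts, the floor used for a gene without reads, equal 0.147 to 0.206 CPM in a library. As in any lens, a few structural genes took most of the reads: the 16 crystallin genes held 63.1% ± 1.19 (SD, n = 3) of counts in wild type, 60.7% ± 0.968 (SD, n = 3) in Epha2-Q722, 59.5% ± 1.12 (SD, n = 3) in Epha2-indel722 and 57.4% ± 0.298 (SD, n = 3) in Epha2-null lenses. Counts were scaled by TMM, with factors of 0.886 to 0.913 in wild type and 1.06 to 1.12 in Epha2-null, and normalized CPM include these factors. Each genotype was compared with wild type, and with each other genotype, by edgeR's quasi-likelihood test fitted to all 12 libraries, with Benjamini-Hochberg adjustment over the 8676 genes. A gene is called changed at a fold change of at least 2 and an adjusted p of at most 0.05, the thresholds the paper uses. The replicates are separate lens pools, so each p refers to the spread between pools.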

To determine the effects of the *Epha2*-Q722 and *Epha2*-indel722 mutations on lens gene expression, we performed RNA-seq analysis to compare global transcriptional changes in *Epha2*-mutant versus *Epha2*-null and wild type lenses at an early stage of phenotype development (P7). RNA-seq data files have been deposited in the Gene Expression Omnibus (GEO) database under accession no. GSE181358. Biological triplicate samples were sequenced to a depth of >20 M reads and aligned to the mouse mm10 genome build with >98% alignment rate. Differential expression analysis using EdgeR (fold-change, FC ≥ 2, false discovery rate, FDR ≤ 0.05) was performed for each *Epha2* genotype compared to wild-type (Figure 8). 

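All 12 P7 lens libraries had a library of their own genotype as nearest neighbor. Across the 8676 genes, the mean Spearman correlation was 0.990 (range 0.985 to 0.993) between libraries of one genotype and 0.976 (range 0.970 to 0.981) between libraries of different genotypes, so the ranges did not overlap. Principal component 1 held 32.0% of the variance and placed the Epha2-Q722 and Epha2-indel722 libraries on one side and the wild type and Epha2-null libraries on the other. Principal component 2 held 24.8% of the variance and separated Epha2-Q722 from Epha2-indel722, and component 3, with 13.7%, separated wild type from Epha2-null. Permuting the genotype labels over the libraries gave the observed grouping with p = 5e-05 (one-sided permutation test, 100000 permutations). The correlations are across genes within pairs of libraries, and genes are not independent replicates.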

RNA-seq data showed high consistency between biological triplicates, with data from each *Epha2* genotype clustering independent from other samples (Figure S2A). 

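Most changed genes were changed in a single genotype. Of 172 genes called in at least 1 comparison with wild type, 121 were called in 1 genotype, 43 in 2 and 8 in all 3. Epha2-Q722 and Epha2-indel722 shared 27 genes in the same direction (14 up and 13 down), Epha2-indel722 and Epha2-null shared 24 (15 up and 9 down), and Epha2-Q722 and Epha2-null shared 12 (5 up and 7 down). Genes up in all 3 genotypes were Wdfy1, the collagen gene Col26a1 (log2 fold change of 1.00 in Epha2-Q722, at the 2-fold threshold, 1.32 in Epha2-indel722 and 1.13 in Epha2-null) and the predicted gene Gm10382. Genes down in all 3 were Dhcr7, which encodes the last enzyme of cholesterol synthesis (log2 fold change of -1.01, -1.50 and -1.40 in the same order), Avp, the precursor of vasopressin, Rsad2, an interferon-induced antiviral enzyme whose call in Epha2-Q722 is lost without any 1 of the wild type libraries, and the antisense transcript Gm13091, whose reads cannot be told from those of an overlapping gene without a stated strand setting. Independent lists of these sizes would share 0.136 genes up and 0.225 down between Epha2-Q722 and Epha2-indel722, 0.131 up and 0.248 down between Epha2-indel722 and Epha2-null, and 0.107 up and 0.193 down between Epha2-Q722 and Epha2-null. Part of the excess may come from the shared wild type libraries, which are too few to split. Epha2-Q722 and Epha2-indel722 also descend from founders of the same gene editing, later bred onto B6J. Shared effects of the alleles and shared DNA of these lines cannot be told apart here. Independent lists are also no fair baseline for rises, because every listed gene exceeds 3 CPM in at least 6 of the 12 libraries. A gene below 3 CPM in every wild type library is therefore listed only if libraries of more than 1 mutant genotype exceed that level. A gene raised from below it in 1 genotype alone is not listed. Part of the shared rises may thus come from this filter, and how large a part was not tested. Across all 8676 genes the log2 fold changes correlated with r = 0.50 between Epha2-Q722 and Epha2-indel722, 0.40 between Epha2-indel722 and Epha2-null and 0.24 between Epha2-Q722 and Epha2-null, where the shared controls alone give 0.52 in simulations of unchanged groups. The covariances were 0.0578, 0.0380 and 0.0203 in that order, and lie above the simulated covariance by 0.0487, 0.0289 and 0.0112. Covariance gives most weight to large fold changes, so a few genes changed strongly in both genotypes can carry much of it. It was not computed without such genes. Of the genes called in a single genotype, 29 of 36 in Epha2-Q722, 35 of 43 in Epha2-indel722 and 27 of 42 in Epha2-null also differed from both other mutant genotypes at an adjusted p of at most 0.05 in edgeR's test of the difference.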

We next analyzed the average fold-change (mutant/null vs. wild-type) within each *Epha2* genotype of all significantly affected genes (FC ≥ 2, FDR ≤ 0.05) and found that they displayed a largely unique set of dysregulated genes compared to wild type (Figure S2B). 

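Epha2-indel722 lenses had the most changed genes, 88 against wild type (38 up and 50 down), followed by 73 in Epha2-null (30 up and 43 down) and 70 in Epha2-Q722 lenses (31 up and 39 down). In each comparison every called gene had its 3 mutant libraries all above or all below the 3 wild type libraries, an arrangement that chance gives to 10% of genes and that 22.4% of all genes showed in Epha2-Q722, 32.0% in Epha2-indel722 and 28.6% in Epha2-null. Direct comparison of the mutants called 80 genes between Epha2-indel722 and Epha2-Q722, 105 between Epha2-null and Epha2-Q722 and 85 between Epha2-indel722 and Epha2-null. Larger sets passed the adjusted p alone, with 553 genes in Epha2-Q722 (239 up and 314 down), 1137 in Epha2-indel722 (584 up and 553 down) and 972 in Epha2-null (432 up and 540 down), so that most changes were smaller than 2-fold. The test was edgeR's quasi-likelihood test on TMM-scaled counts. The balance of directions rests on the scaling: with library totals in place of TMM the median log2 fold change of all genes moves to 0.15 in Epha2-Q722, 0.17 in Epha2-indel722 and 0.28 in Epha2-null, and the calls to 45 up and 29 down, 66 up and 39 down, and 66 up and 20 down. As a share of the calls, the genes that were up made 44.3%, 43.2% and 41.1% with TMM and 60.8%, 62.9% and 76.7% with library totals.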

Overall, the total number of differentially expressed genes for each genotype was 86 in *Epha2*-Q722 lenses (48 up and 38 down, Table S3), 110 in *Epha2*-indel722 lenses (68 up and 42 down, Table S4), and 89 in *Epha2*-null lenses (68 up and 21 down, Table S5). 

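Epha2 itself was lower in Epha2-indel722 lenses than in every other genotype. Normalized CPM of Epha2 were 56.9 ± 5.87 (SD, n = 3) in wild type, 48.9 ± 4.90 (SD, n = 3) in Epha2-Q722, 20.7 ± 0.847 (SD, n = 3) in Epha2-indel722 and 34.6 ± 3.44 (SD, n = 3) in Epha2-null lenses. Its log2 fold change from wild type was -1.46 (standard error 0.089, adjusted p = 1.4e-10 from edgeR's quasi-likelihood test) in Epha2-indel722, -0.71 (standard error 0.086, adjusted p = 6.7e-06) in Epha2-null and -0.21 (standard error 0.084, adjusted p = 0.16) in Epha2-Q722. Epha2-indel722 also differed from Epha2-Q722 (log2 difference -1.24, adjusted p = 2.3e-09) and from Epha2-null (-0.74, adjusted p = 7.1e-06) in the same test. The null allele carries a pMCIneo insertion in exon 5, and reads from other parts of its transcript are still counted, so a count for the whole gene does not measure functional transcript. The gene lies on chromosome 4 of mm10 from 141301240 to 141329384, and codon 722 sits in exon 13 of 17 (141322203 to 141322412) at 141322248 to 141322250, in the reference context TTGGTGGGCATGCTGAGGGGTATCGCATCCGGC. Counted from the start of the coding sequence, the Q722 allele carries A2164C and G2165A, which turn AGG into CAG, and the indel722 allele encodes a protein of 958 rather than 977 residues. Without Epha2-Q722 replicate 3, the small difference in Epha2-Q722 lenses passes the test (log2 fold change -0.30, adjusted p = 0.032).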

We note that *Epha2* was among the downregulated genes in *Epha2*-indel722 lenses (Figure S2B, Table S4) suggesting that the in-frame insertion-deletion mutation (in exon-13) may decrease transcript stability. However, there were few other genes that displayed discordant expression between *Epha2* genotypes (Figure 8A and Figure S2B) and many genes up- or downregulated in one *Epha2* genotype were generally not similarly affected in the other genotypes. 

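Only 3 genes were changed in opposite directions in a pair of genotypes. Camk2n1, an inhibitor of calcium/calmodulin-dependent kinase II, was lower in Epha2-indel722 lenses (log2 fold change -3.02, adjusted p = 1.2e-06) and higher in Epha2-null lenses (1.41, adjusted p = 1.3e-05), with 2.82 normalized CPM in wild type, 0.348 in Epha2-indel722 and 7.49 in Epha2-null. Insm1, a zinc-finger transcription factor of neuroendocrine cells, was higher in Epha2-Q722 (1.58, adjusted p = 2.6e-08) and lower in Epha2-null lenses (-1.34, adjusted p = 6.1e-05), at 2.52 normalized CPM in wild type, 7.54 in Epha2-Q722 and 1.00 in Epha2-null. The non-coding RNA Gm14005 was lower in Epha2-Q722 (-1.32, adjusted p = 0.0020) and higher in both Epha2-indel722 (1.70, adjusted p = 1.7e-06) and Epha2-null lenses (1.28, adjusted p = 8.2e-05), all from edgeR's quasi-likelihood test. All 3 are transcribed at low levels, the highest group mean being 12.7 normalized CPM of Gm14005 in Epha2-indel722 lenses.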

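Of 29 fixed gene lists, 20 had at least 3 measured members and were tested, and the lowest p was that of the crystallins in Epha2-null lenses. Among 16 crystallins, which form the bulk of lens protein, 5 fell and 0 rose in Epha2-null lenses (6 fell when adjusted over the list alone), with Cryaa at a log2 fold change of -0.46 and Crybb1 at -0.55. In Epha2-Q722 and in Epha2-indel722 lenses 1 crystallin rose and 1 fell (1 rose and 4 fell, and 1 rose and 1 fell, when adjusted over the list alone). Of 20 genes of fiber differentiation, 8 fell and 1 rose in Epha2-null lenses (10 and 1 adjusted over the list alone), including the lens water channel gene Mip (-0.38), the transcription factor Maf (-0.53) and the membrane protein gene Lim2 (-0.37), whereas Caprin2 rose (0.79). In Epha2-indel722 lenses 4 genes of this list fell and 3 rose (5 and 3 adjusted over the list alone), and in Epha2-Q722 lenses 1 fell and 1 rose (2 and 2). The unfolded protein response, with 11 measured members, had 4 that rose and 0 that fell in Epha2-null lenses (5 rose adjusted over the list alone), among them the chaperone Hspa5 (0.53), Xbp1 (0.36) and Dnajb9 (0.38). By limma's camera test, adjusted over the lists, crystallins were lower as a set in Epha2-Q722 (adjusted p = 0.036), Epha2-indel722 (adjusted p = 0.0088) and Epha2-null lenses (adjusted p = 6.3e-06), fiber genes were lower in Epha2-null (adjusted p = 0.0054), and unfolded protein response genes were higher in Epha2-null (adjusted p = 0.029). With a correlation between genes estimated from the data no list passed: adjusted p = 0.91, 0.68 and 0.23 for crystallins in the same order, 0.53 for fiber genes and 0.23 for the unfolded protein response. The median log2 fold change of the crystallins was -0.15, -0.23 and -0.39 in the 3 genotypes, and with library totals in place of TMM it was -0.0055, -0.070 and -0.13, with 8, 11 and 12 of the 16 genes lower. In that setting 1 crystallin rose and 1 fell in Epha2-null lenses, against the 5 that fell with TMM. With library totals the fiber genes turned in Epha2-null lenses, from a median of -0.22 to 0.05, and in Epha2-indel722 lenses, from -0.090 to 0.079, with 5 that rose and 1 that fell in each, and 9 unfolded protein response genes rose and 0 fell in Epha2-null. The crystallin call in Epha2-Q722 was lost without wild type replicate 3 (adjusted p = 0.19) or Epha2-Q722 replicate 3 (0.28), that in Epha2-indel722 without wild type replicate 3 (0.13), Epha2-indel722 replicate 1 (0.077) or replicate 2 (0.074), and that of the unfolded protein response without wild type replicate 2 (0.11) or Epha2-null replicate 2 (0.051).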

Gene ontology (GO) enrichment analyses of each list of up or down regulated genes within an individual *Epha2* genotype failed to yield any enriched categories or common pathways (data not shown). GO analysis of the combined upregulated gene set (Figure 8A and Figure S2B) showed some enrichment for genes involved in extracellular matrix structure, chloride and gated channel activity, and calcium ion binding (Figure S3), whereas the combined downregulated genes did not reveal any common pathways (data not shown). However, we note the shared downregulation of *Lgsn* and *Clic5* (Figure 8B, Tables S3–S5) both of which have been implicated in lens cytoskeletal differentiation [55,56].

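In the lists fixed for these 4 themes, members moved in both directions. Of 27 extracellular matrix genes, 3 rose and 2 fell in Epha2-Q722 lenses (4 and 2 when adjusted over the list alone), 2 rose and 2 fell in Epha2-indel722 (2 and 2) and 1 rose and 1 fell in Epha2-null (1 and 1). The fibrillin gene Fbn1 rose in Epha2-Q722 (log2 fold change 1.39, adjusted p = 0.010), the collagen VI gene Col6a3 fell in Epha2-Q722 (-1.28, adjusted p = 0.0010) and the elastic fiber gene Emilin1 rose in Epha2-null lenses (1.02, adjusted p = 3.6e-09). Of 18 chloride channel genes, 0 rose and 2 fell in Epha2-Q722 (0 and 2 adjusted over the list alone), 2 rose and 2 fell in Epha2-indel722 (3 and 2), and 3 rose and 2 fell in Epha2-null (3 and 3), where the calcium-activated chloride channel Ano1 rose (1.09, adjusted p = 5.3e-05). Of 12 gated cation channel genes, 1 rose and 1 fell in Epha2-Q722 (1 and 2), 1 rose and 2 fell in Epha2-indel722 (2 and 2), among the latter the T-type calcium channel Cacna1h (-1.63, adjusted p = 2.7e-06), and 3 rose and 3 fell in Epha2-null (3 and 3). Of 35 calcium-binding genes, 5 rose and 2 fell in Epha2-Q722 (5 and 4), 5 rose and 5 fell in Epha2-indel722 (6 and 5), and 6 rose and 3 fell in Epha2-null (12 and 3), among them the annexin Anxa3 (1.25 in Epha2-null, adjusted p = 3.4e-05). No list of these 4 passed limma's camera test in any genotype, with adjusted p from 0.13 for chloride channels in Epha2-Q722 to 0.98 for calcium-binding genes in Epha2-indel722. Leaving out wild type replicate 2 brought the extracellular matrix list past that threshold in Epha2-Q722 (adjusted p = 0.031), as leaving out Epha2-Q722 replicate 1 did for chloride channels (adjusted p = 0.0497). With library totals in place of TMM most of the members that passed in Epha2-null lenses were higher: 7 of 27 rose and 0 fell for extracellular matrix, 8 rose and 1 fell for chloride channels, 4 rose and 0 fell for gated cation channels and 20 rose and 1 fell for calcium binding. In that setting the same lists had 4 up and 1 down, 5 and 1, 3 and 2, and 9 and 3 in Epha2-indel722, and 6 and 1, 1 and 0, 2 and 1, and 7 and 2 in Epha2-Q722. When the calls of the 3 genotypes were combined, 68 genes were up in at least 1, of which the fixed lists hold 3 for calcium binding (Fbn1, Anxa3 and Slit2) where 0.274 were expected, 2 for extracellular matrix (Fbn1 and Emilin1; 0.212 expected), 1 for chloride channels (0.141 expected) and 0 for gated cation channels (0.0941 expected). These lists are partial and leave out called genes such as the calcium-binding Cabp5, the collagen gene Col26a1 and the calcium release channel gene Itpr3, so the counts and tests are of the lists alone. The combined set also differs from the paper's. Its calls had 48, 68 and 68 genes up in Epha2-Q722, Epha2-indel722 and Epha2-null, and those here 31, 38 and 30. The tests below therefore do not check the paper's enrichment. One-sided Fisher's exact tests, chosen after the data were seen, gave adjusted p = 0.0504, 0.12, 0.529 and 1 over 20 lists, and unadjusted p = 0.0025 for calcium binding and 0.0187 for extracellular matrix. Among the 107 genes down in at least 1 genotype, the lowest adjusted p by the same exact test was 0.179, for calcium binding, with Cdh4, Pcdh17 and Efhd2. The Fbn1 call is lost without wild type replicate 3 (log2 fold change 1.31, adjusted p = 0.058) and in a fit of the 6 libraries of the comparison alone (adjusted p = 0.057).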

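Both genes were lowest in Epha2-indel722 lenses, where next to no transcript was left. Lgsn had 81.0 ± 4.68 normalized CPM (SD, n = 3) in wild type, 14.6 ± 12.5 in Epha2-Q722, 0.491 ± 0.0447 in Epha2-indel722 and 20.9 ± 10.8 in Epha2-null lenses. Clic5 had 133 ± 11.0 normalized CPM (SD, n = 3) in wild type, 114 ± 33.2 in Epha2-Q722, 0.0739 ± 0.0887 in Epha2-indel722 and 46.8 ± 24.6 in Epha2-null lenses. The libraries of one genotype lay far apart for Lgsn in Epha2-Q722, at 0.582, 24.6 and 18.6 normalized CPM in replicates 1 to 3, and for both genes in Epha2-null, where Lgsn stood at 15.1, 14.2 and 33.4 and Clic5 at 27.3, 38.7 and 74.5. All Epha2-Q722 and Epha2-null libraries still had less Lgsn than the lowest wild type library, at 75.7 normalized CPM. Lgsn lies on chromosome 1 of mm10 from 31176401 to 31204725 and Clic5 on chromosome 17 from 44188584 to 44280172.

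**Figure D1:**
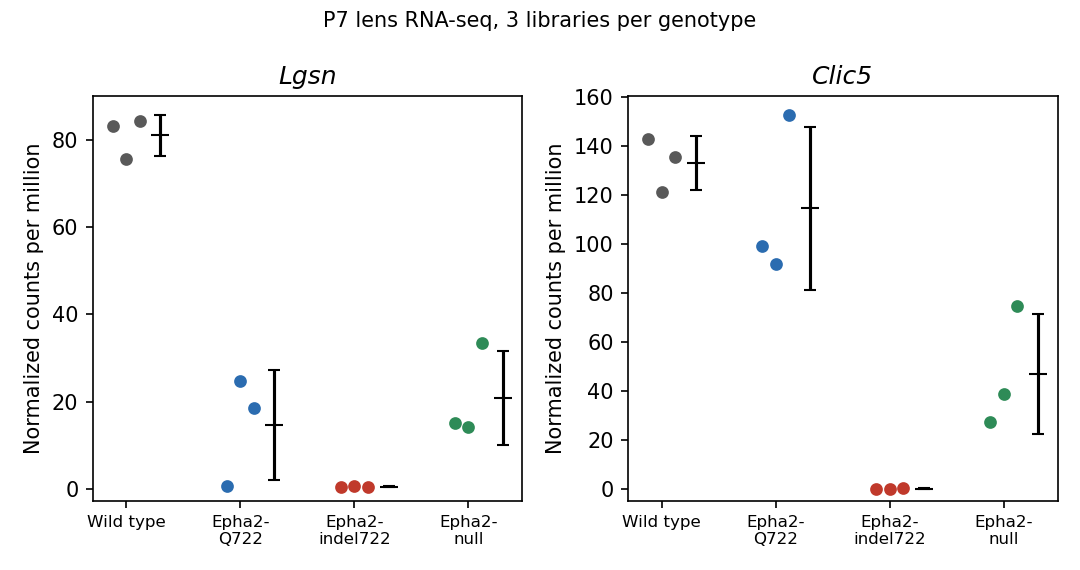
Normalized CPM of Lgsn and Clic5 in each P7 lens library by genotype; points are libraries and bars show the mean ± SD of 3. The Epha2-indel722 libraries lie near 0 for both genes, and the Epha2-Q722 libraries are spread from 0.582 to 24.6 for Lgsn.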

## 4. Discussion

In this study, we have demonstrated that mice homozygous for mutations (Q722 or indel722) in the tyrosine kinase domain of EPHA2 underwent variable changes in lens cell organization and gene expression. *Epha2*-Q722 mice displayed clear lenses with mild defects in Y-suture branching at the posterior pole, whereas *Epha2*-indel722 mice presented clear lenses with translucent regions resulting from severe disturbance of (1) epithelial-to-fiber cell alignment (meridional row and fulcrum formation) at the lens equator, (2) radial cell column formation throughout the lens cortex, and (3) Y-suture branching at the lens poles—similar to those described for *Epha2*-null lenses [35]. As meridional row and fulcrum formation were already disturbed at P7, it is conceivable that cell patterning defects may have arisen during earlier stages of lens development. EPHA2 was mainly localized to radial columns of hexagonal fiber cell membranes throughout the cortex of *Epha2*-Q722 lenses, whereas fiber cell columns were severely disorganized in *Epha2*-indel722 lenses along with cytoplasmic retention of EPHA2—consistent with failed targeting to the cell surface. EPHA2 formed strong immuno-complexes with Src kinase in vitro supporting a role for EPHA2/Src signaling during lens development [32]. However, we were unable to replicate strong EPHA2 complexes with CTNNB1 or CDH2 in the lens at wean-age (P21) similar to those reported in transfected (293T) cells and in the lens at an earlier stage of postnatal development (P10) [52,53]. EPHA2 was abundantly phosphorylated on serine-897/898 in wild type and *Epha2*-Q722 mutant lenses (P21), whereas EPHA2 tyrosine588/589 phosphorylation was not detected using similar immunoblot analysis of whole lenses. The relative abundance of serine-897/898 phosphorylation in the lens suggests that ephrin-independent or non-canonical EPHA2 signaling [57] may participate in lens cell migration. However, we cannot exclude a role for ephrin-dependent or canonical EPHA2 signaling since the hallmark tyrosine-588/589 phosphorylation may be restricted to specific sub-regions of the lens (e.g., specific lens epithelial cells) requiring more detailed studies. 

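With TMM scaling, genes of the cytoskeletal lists passed the adjusted p in both directions in all 3 genotypes. Few of these changes reached 2-fold, and those that did were all rises. Of 24 structural cytoskeleton genes, 1 rose and 0 fell in Epha2-Q722 lenses (1 and 0 when adjusted over the list alone), 5 rose and 2 fell in Epha2-indel722 (6 and 3) and 1 rose and 2 fell in Epha2-null (3 and 3). Nes, which encodes the intermediate filament protein nestin, rose in Epha2-Q722 (log2 fold change 1.24, standard error 0.17, adjusted p = 0.00015 from edgeR's quasi-likelihood test) and in Epha2-indel722 (0.86, adjusted p = 0.0027, but 0.058 in a fit of the 6 libraries of the comparison alone), and stood at -0.28 (adjusted p = 0.40) in Epha2-null. In Epha2-indel722 lenses the fiber cell genes for tropomodulin (Tmod1, 0.39) and β-spectrin (Sptbn1, 0.46) rose and the tropomyosin gene Tpm4 fell (-0.39). Of 11 tubulin genes, 1 rose and 2 fell in Epha2-Q722 (2 and 4 adjusted over the list alone), 1 rose and 2 fell in Epha2-indel722 (1 and 2), among the latter Tuba4a (-0.53) and Tubb2b (-0.45), and 1 rose and 1 fell in Epha2-null (1 and 3). Of 16 genes of the cilium and centrosome, 3 rose and 1 fell in Epha2-Q722 (3 and 1), and 3 rose and 0 fell in Epha2-indel722 and in Epha2-null (3 and 0 in each), with the kinesin gene Kif3a at 0.41 in Epha2-null. By limma's camera test the structural cytoskeleton had adjusted p = 0.60, 0.57 and 0.91 in Epha2-Q722, Epha2-indel722 and Epha2-null, and the tubulins 0.58, 0.98 and 0.50. The cilium and centrosome list was higher as a set in Epha2-null (adjusted p = 0.0063, but adjusted p = 0.23 with an estimated correlation), with adjusted p = 0.98 in Epha2-Q722 and 0.070 in Epha2-indel722. In Epha2-indel722 that list passed without wild type replicate 2 (adjusted p = 0.010) or Epha2-indel722 replicate 3 (adjusted p = 0.034). With library totals in place of TMM, 4, 7 and 12 structural cytoskeleton genes rose and 0 fell in Epha2-Q722, Epha2-indel722 and Epha2-null lenses, as did 4, 7 and 14 of the cilium and centrosome list, and 3, 4 and 3 tubulins rose where 1, 2 and 0 fell. The paper names Stard9 and Dcdc2a of the cilium and centrosome list from these libraries. Their part in its counts and in its camera result is therefore not independent evidence, and the camera test was not run without them. From its imaging and from several changed genes of cytoskeleton-associated proteins, Lgsn and Clic5 among them, the paper proposes a role for EPHA2 signaling, possibly through the cytoskeleton, in the patterning of lens cells.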

At the transcript level, several genes encoding cytoskeletal-associated proteins were differentially regulated including shared downregulation of *Lgsn* in both *Epha2*-mutant and *Epha2*-null lenses and *Clic5* in *Epha2*-indel722 and *Epha2*-null lenses. Combined, our imaging and transcript data support a role for EPHA2 signaling—potentially via the cytoskeleton—in generating the precise cellular patterning underlying the refractive properties and optical quality of the crystalline lens.

Functional (over)expression studies in cultured (transfected) cell-lines have been used to predict diverse pathogenic mechanisms underlying EPHA2-related forms of human cataract. A non-coding risk allele for age-related cataract (rs6603883) located in a paired-box-2 (PAX2) binding-site within the EPHA2 gene promoter suggested that it acts by down-regulating EPHA2 expression in cultured lens cells [58]. Several SAM domain mutations underlying early-onset cataract were reported to alter receptor stability, function and/or sub-cellular distribution [59,60,61]. Of three missense variants located within the TK domain of EPHA2 (amino acid residues 613–871), two (p.G668D, p.Q669H) have been associated with early-onset cataract and one (p.R721Q) with age-related cortical cataract in humans [20,62,63]. The p.G668D mutant has been associated with increased proteasome-mediated degradation, altered subcellular localization, and increased cell migration [63], whereas the p.R721Q mutant was associated with increased basal kinase activation in the absence of ligand, inhibition of clonal cell growth, and variable intracellular retention [20]. In our mouse model of the human EPHA2-p.R721Q variant (*Epha2*-Q722), homozygous expression of the equivalent variant protein at constitutive levels resulted in mild disturbance of the posterior Y-sutures but not in early-onset or age-related cataract (Figure 2 and Figure 4). Similarly, homozygous expression of an in-frame TK domain mutant did not elicit cataract development in *Epha2*-indel722 lenses despite decreased levels and cytoplasmic retention of the mutant protein coupled with severe disorganization of lens fiber cells causing translucent regions of poor optical quality (Figure 2). While there was some mechanistic agreement between in vitro (overexpression) and in vivo (constitutive) expression studies of EPHA2 mutants (e.g., intracellular retention and altered cell growth/migration), we cannot account specifically for the lack of cataract penetrance in the *Epha2*-mutant mice reported here. Contributing factors include species differences in genetic background modifier effects, variable environmental risk factors (e.g., UV exposure in nocturnal mice versus diurnal humans), and morphological differences between the relatively small, almost spherical mouse lens with Y-suture branching versus the much larger, ellipsoidal human lens with more complex star-suture branching [51].

While we did not observe cataract formation in *Epha2*-mutant (Q722, indel722) or *Epha2*-null lenses [35], there were significant changes in lens gene expression at the transcript level between *Epha2* genotypes as early as P7. Among the most upregulated genes (>4-fold) in both *Epha2*-Q722 and *Epha2*-indel722 mutant lenses were those for tubulin alpha 1C (TUBA1C) and alkaline ceramidase-2 (ACER2). 

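Tuba1c, an α-tubulin gene, was 40.0-fold higher in Epha2-Q722 and 79.0-fold higher in Epha2-indel722 lenses than in wild type, and Acer2, the gene for the Golgi alkaline ceramidase, 18.1-fold and 17.7-fold higher. Tuba1c had 1.05 ± 0.565 normalized CPM (SD, n = 3) in wild type, 43.9 ± 13.9 in Epha2-Q722, 85.8 ± 29.4 in Epha2-indel722 and 1.04 ± 0.256 in Epha2-null lenses. Acer2 had 6.98 ± 1.5 normalized CPM (SD, n = 3) in wild type, 126 ± 11.9 in Epha2-Q722, 123 ± 2.68 in Epha2-indel722 and 7.22 ± 0.539 in Epha2-null lenses. For Tuba1c the log2 fold change was 5.32 (standard error 0.52, adjusted p = 0.00040 from edgeR's quasi-likelihood test) in Epha2-Q722, 6.30 (standard error 0.50, adjusted p = 6.2e-05) in Epha2-indel722 and -0.05 (adjusted p = 0.98) in Epha2-null. For Acer2 it was 4.17 (standard error 0.11, adjusted p = 1.6e-15), 4.15 (standard error 0.11, adjusted p = 8.9e-16) and 0.06 (adjusted p = 0.85) in the same order. Neither gene differed between Epha2-indel722 and Epha2-Q722 at the threshold (log2 difference 0.98, adjusted p = 0.069 for Tuba1c and -0.03, adjusted p = 0.89 for Acer2). Tuba1c has near-identical paralogs with which it may share reads: Tuba1a, named after its values were seen, fell in Epha2-Q722 (log2 fold change -0.57, adjusted p = 1.4e-06), from 756 to 509 normalized CPM, and stood at -0.07 (adjusted p = 0.51) in Epha2-indel722, and Tuba1b stood at -0.06 and 0.04 (adjusted p = 0.72 and 0.74). Tuba1c lies on chromosome 15 of mm10 from 99029891 to 99038110 and Acer2 on chromosome 4 from 86874396 to 86934822.

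**Figure D2:**
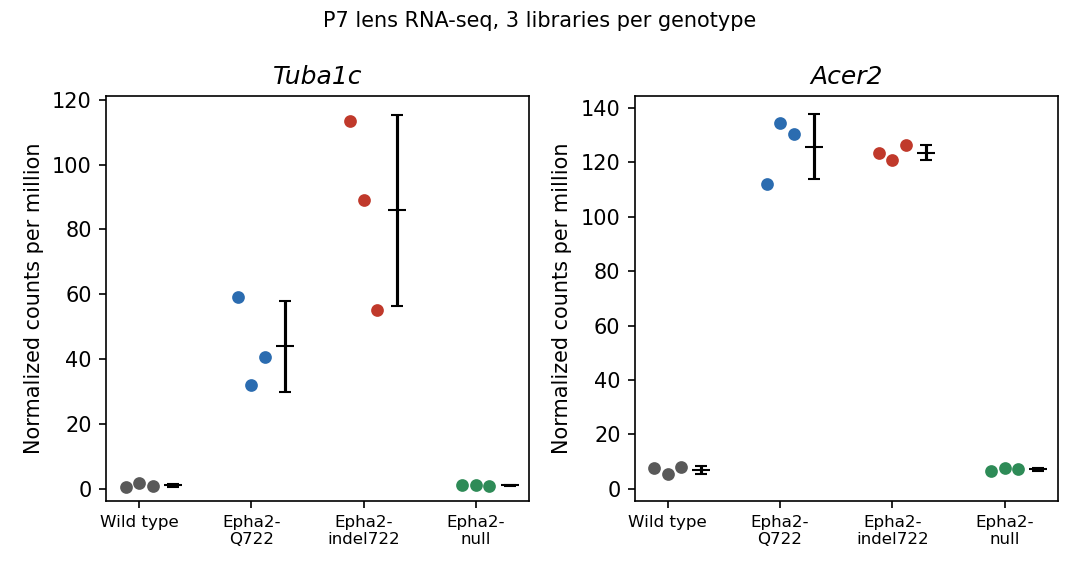
Normalized CPM of Tuba1c and Acer2 in each P7 lens library by genotype; points are libraries and bars show the mean ± SD of 3. All Epha2-Q722 and Epha2-indel722 libraries lie above all wild type and Epha2-null libraries for both genes.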

TUBA1C serves as a prognostic biomarker for a variety of cancers [64] and ACER2 is a Golgi enzyme involved in regulating B1 integrin maturation and cell adhesion [65]. 

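Stard9, which encodes a centrosomal kinesin-like protein, rose in Epha2-Q722 and Epha2-null lenses, and Dcdc2a, the gene for a microtubule-associated protein of cilia, rose in Epha2-indel722 and Epha2-null lenses. Stard9 had 0.675 ± 0.384 normalized CPM (SD, n = 3) in wild type, 4.09 ± 0.792 in Epha2-Q722, 0.789 ± 0.114 in Epha2-indel722 and 4.20 ± 0.202 in Epha2-null lenses. Its log2 fold change was 2.54 (standard error 0.26, adjusted p = 3.6e-07 from edgeR's quasi-likelihood test) in Epha2-Q722, 2.60 (standard error 0.26, adjusted p = 2.3e-07) in Epha2-null and 0.18 (standard error 0.36, adjusted p = 0.80) in Epha2-indel722, which differed from both (log2 difference -2.36 from Epha2-Q722, adjusted p = 1.9e-07, and -2.42 from Epha2-null, adjusted p = 1.3e-07). Dcdc2a had 1.46 ± 0.318 normalized CPM (SD, n = 3) in wild type, 1.20 ± 0.467 in Epha2-Q722, 7.94 ± 0.405 in Epha2-indel722 and 7.71 ± 1.12 in Epha2-null lenses. Its log2 fold change was 2.42 (standard error 0.19, adjusted p = 2.5e-09) in Epha2-indel722, 2.38 (standard error 0.19, adjusted p = 7.9e-09) in Epha2-null and -0.28 (standard error 0.27, adjusted p = 0.65) in Epha2-Q722, which differed from both (2.70 for Epha2-indel722 against Epha2-Q722, adjusted p = 4.4e-10, and 2.66 for Epha2-null, adjusted p = 5.1e-10). Both genes were near 1 CPM in wild type, so the folds rest on few wild type reads. Stard9 lies on chromosome 2 of mm10 from 120629121 to 120731895 and Dcdc2a on chromosome 13 from 25056004 to 25210706.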

In *Epha2*-Q722 and *Epha2*-null lenses, the gene for steroidogenic acute regulatory protein-related lipid transfer (START) domain-containing protein 9 (STARD9) was strongly upregulated, whereas that for doublecortin domain-containing 2a (DCDC2a) was strongly upregulated in *Epha2*-indel722 and *Epha2*-null lenses. STARD9 functions as a centrosomal protein that regulates both interphase and mitotic spindle microtubules [66], whereas DCDC2a serves as a micro-tubule associated protein localized to hair cell kinocilia and supporting cell primary cilia that when mutated causes non-syndromic recessive deafness in humans [67]. 

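Wdfy1 rose in all 3 genotypes, least in Epha2-indel722 lenses. It had 0.945 ± 0.183 normalized CPM (SD, n = 3) in wild type, 8.92 ± 0.431 in Epha2-Q722, 3.65 ± 0.935 in Epha2-indel722 and 8.52 ± 1.00 in Epha2-null lenses. The log2 fold change was 3.21 (standard error 0.20, adjusted p = 5.1e-11 from edgeR's quasi-likelihood test) in Epha2-Q722, 1.92 (standard error 0.23, adjusted p = 3.0e-06) in Epha2-indel722 and 3.14 (standard error 0.20, adjusted p = 3.0e-10) in Epha2-null. Epha2-indel722 differed from Epha2-Q722 (log2 difference -1.28, adjusted p = 1.3e-06) and from Epha2-null (-1.22, adjusted p = 3.3e-06), and the difference between Epha2-null and Epha2-Q722 did not pass (-0.07, adjusted p = 0.79). Of 3 measured genes of Toll-like receptor and interferon responses, 0 rose and 1 fell in each genotype (1, 2 and 1 fell when adjusted over the list alone), and the list as a set had adjusted p = 0.24, 0.17 and 0.27 in Epha2-Q722, Epha2-indel722 and Epha2-null by limma's camera test. The gene that fell is Rsad2, with log2 fold changes of -1.26 (adjusted p = 0.041), -2.28 and -1.75 in the same order. Its call in Epha2-Q722 was lost without wild type replicate 1, 2 or 3 (adjusted p = 0.089, 0.11 and 0.11) or Epha2-Q722 replicate 1 (adjusted p = 0.060), in a fit of the 6 libraries of the comparison alone (adjusted p = 0.11), and with the replicate number as a block (adjusted p = 0.089). Wdfy1 lies on chromosome 1 of mm10 from 79702262 to 79776143.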

The most consistently upregulated gene in both *Epha2*-mutant and *Epha2*-null lenses was that for WD-repeat and FYVE-domain-containing protein-1 (WDFY1), which serves as an adapter protein in toll-like receptor signaling [68]. 

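Draxin, which encodes a secreted repellent of growing axons, was far higher in Epha2-indel722 lenses than in every other genotype, and Acta2, the smooth muscle α-actin gene, had its highest mean in Epha2-null lenses. Draxin had 4.42 ± 0.408 normalized CPM (SD, n = 3) in wild type, 5.12 ± 0.629 in Epha2-Q722, 47.7 ± 1.97 in Epha2-indel722 and 7.58 ± 0.778 in Epha2-null lenses. Its log2 fold change was 3.43 (standard error 0.10, adjusted p = 2.6e-17 from edgeR's quasi-likelihood test) in Epha2-indel722, 0.77 (standard error 0.12, adjusted p = 9.3e-05) in Epha2-null and 0.20 (standard error 0.13, adjusted p = 0.45) in Epha2-Q722. Epha2-indel722 differed from Epha2-Q722 by 3.23 (adjusted p = 3.5e-17) and from Epha2-null by 2.65 (adjusted p = 3.5e-16). Draxin lies within 20 Mb of Epha2, on chromosome 4 of mm10 from 148098437 to 148130698, where genes called in Epha2-indel722 lie close together. Acta2 had 57.2 ± 11.1 normalized CPM (SD, n = 3) in wild type, 52.1 ± 5.40 in Epha2-Q722, 61.3 ± 11.4 in Epha2-indel722 and 111 ± 46.5 in Epha2-null lenses, whose libraries stood at 79.7, 89.7 and 165. Its log2 fold change in Epha2-null was 0.96 (standard error 0.29, adjusted p = 0.078), and Epha2-null differed from Epha2-Q722 by 1.10 (adjusted p = 0.036). Acta2 lies on chromosome 19 from 34241090 to 34255590. With library totals in place of TMM its log2 fold change in Epha2-null was 1.24 (adjusted p = 0.0089), past both thresholds.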

Finally, the gene for dorsal inhibitory axon guidance protein (DRAXIN) was strongly upregulated in *Epha2*-indel722 lenses and that for actin, alpha 2, smooth muscle, aorta (ACTA2) was moderately upregulated in *Epha2*-null lenses. While ACTA2 serves as a marker for epithelial–mesenchymal transition during cataract formation [69] and several of the other upregulated genes share cytoskeletal-related or signaling functions, none have yet been associated with EPHA2 signaling or lens cell differentiation.

Among the most downregulated genes, two have been directly implicated in lens-specific cytoskeleton biology. 

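Lgsn was 162-fold lower in Epha2-indel722 lenses than in wild type, and its fitted levels were 5.35-fold lower in Epha2-Q722 and 3.89-fold lower in Epha2-null lenses. The fall in Epha2-indel722 passed the test, with a log2 fold change of -7.34 (standard error 1.1, adjusted p = 0.0025 from edgeR's quasi-likelihood test), and so did the differences of Epha2-indel722 from Epha2-Q722 (-4.92, adjusted p = 0.040) and from Epha2-null (-5.38, adjusted p = 0.026). In Epha2-Q722 the log2 fold change was -2.42 (standard error 0.64, adjusted p = 0.068) and in Epha2-null -1.96 (standard error 0.62, adjusted p = 0.090), and neither passed; the difference between these genotypes was 0.46 (adjusted p = 0.73). Read counts show the spread behind these errors: 9, 492 and 365 in the Epha2-Q722 libraries, against 10, 11 and 8 in the Epha2-indel722 libraries. Without Epha2-Q722 replicate 1, which has the 9 reads, the value in Epha2-Q722 was -1.90 and passed (adjusted p = 0.022). With edgeR's exact test and TMM Lgsn passed in Epha2-Q722 (adjusted p = 0.0033) and in Epha2-null (adjusted p = 0.022), as it did in Epha2-null in a fit of the 6 libraries of the comparison alone (adjusted p = 0.048) and in both without robust estimation (adjusted p = 0.0027 and 0.0073). The other genes measured in the list of fiber differentiation did not share this fall: in Epha2-Q722 replicate 1 their median log2 difference from replicates 2 and 3 was -0.08 over 19 genes, where that of Lgsn was -4.34.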

The most consistently downregulated gene in *Epha2*-Q722 (>−4-fold), *Epha2*-indel722 (>−100-fold), and *Epha2*-null (>−3-fold) lenses was that for lens glutamine synthase-like or lengsin (LGSN), also known as glutamate-ammonia ligase (glutamine synthase) domain containing 1 (GLULD1), a lens-specific protein with a glutamine synthase domain lacking glutamine synthase activity [55]. LGSN is a late marker for lens fiber cell terminal differentiation and has been shown to co-localize with actin and interact with the lens-specific intermediate filament protein, beaded filament structural protein-2 (BFSP2), also known as cytoskeletal protein 49 (CP49) or phakinin, suggesting that LGSN represents a recruited enzyme adapted to act as a cytoskeletal component or chaperone during remodeling of the lens cytoskeleton [55,70].

The most downregulated gene in *Epha2*-indel722 mutant lenses (<−1000-fold), and to a lesser extent in *Epha2*-null lenses (<−2-fold), was that for chloride intracellular channel 5 (CLIC5). 

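Clic5 was called in Epha2-indel722 and in Epha2-null lenses but not in Epha2-Q722 lenses. In Epha2-indel722 the 3 libraries held 4 Clic5 reads together, against 6336 in the wild type libraries, a 1948-fold lower level (95% interval 760 to 7151, exact, for counting error only). The fitted log2 fold change there was -10.79 (standard error 0.81, adjusted p = 4.4e-05 from edgeR's quasi-likelihood test), which is 1775-fold, against 743-fold with a prior count of 2 and 4284-fold without Epha2-indel722 replicate 3. In Epha2-null lenses Clic5 was 2.84-fold lower (log2 fold change -1.51, standard error 0.35, adjusted p = 0.028), and in Epha2-Q722 the log2 fold change was -0.21 (standard error 0.33, adjusted p = 0.82). The 3 mutant genotypes differed from one another in Clic5: Epha2-indel722 from Epha2-Q722 by -10.58 (adjusted p = 5.9e-05) and from Epha2-null by -9.29 (adjusted p = 0.00024), and Epha2-null from Epha2-Q722 by -1.29 (adjusted p = 0.037). The call in Epha2-null was lost without wild type replicate 1, 2 or 3 (adjusted p = 0.079, 0.053 and 0.075), without Epha2-null replicate 1 or 2 (adjusted p = 0.063 and 0.10), and in a fit of the 6 libraries of the comparison alone (adjusted p = 0.11).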

Mutations in the human CLIC5 gene have been linked with progressive autosomal recessive, non-syndromic sensorineural hearing impairment with or without vestibular dysfunction and CLIC5 was found to be abundantly expressed in the fetal inner ear [71,72]. Similarly, in *jitterbug* (*jbg*) mice a spontaneous deletion mutation in *Clic5* underlies hearing loss with vestibular and renal dysfunction and CLIC5 was localized to the base of hair cell stereocilia where it complexes with radixin, taperin, and myosin VI to stabilize cell membrane–actin cytoskeleton attachments [73]. Recently, CLIC5 been localized to cilia and/or centrosomes in the lens and *Clic5*-mutant (*jtb*) lenses were found to exhibit defective suture formation [56]. Further, EPHA2 has been shown to regulate Src/cortactin/F-actin complexes during epithelial-to-fiber cell morphogenesis (meridional row and fulcrum formation) at the lens equator [32]. Collectively, these observations point to a functional synergy between EPHA2 and several cytoskeletal proteins with LGSN and CLIC5 providing promising candidates for future studies of EPHA2 signaling in the lens.

In conclusion, our data suggest that EPHA2 signaling is required for lens cell pattern recognition and support a role for EPHA2 in cytoskeleton dynamics during lens cell differentiation.

## Figures and Tables

**Figure 1:**
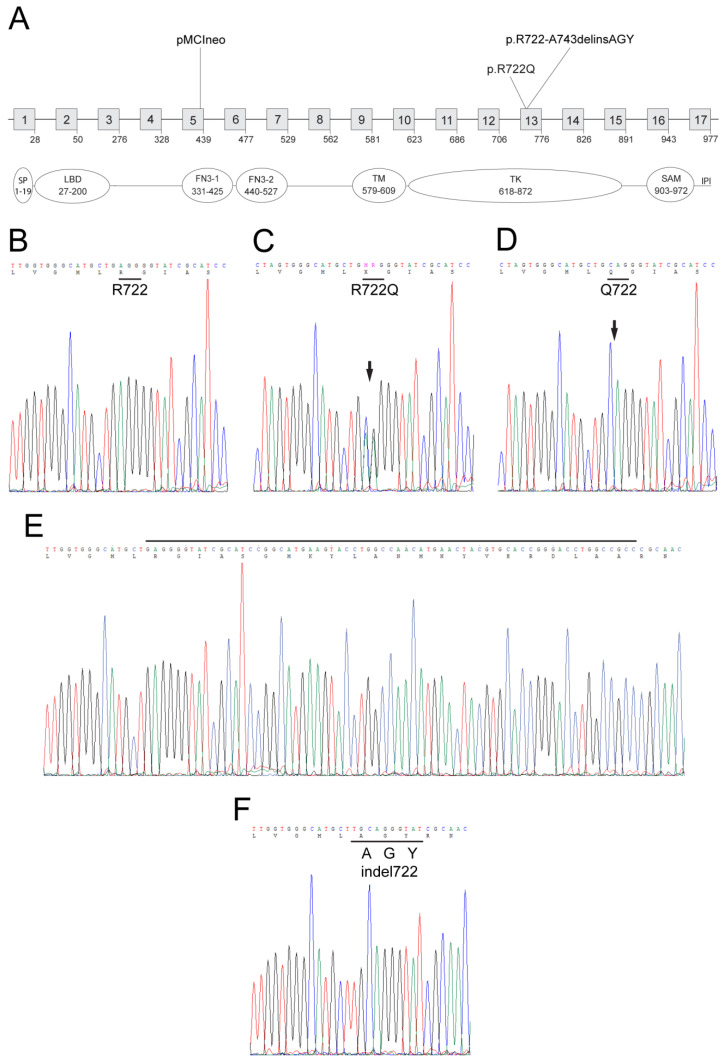
Generation of *Epha2*-mutant versus *Epha2*-null mice. (**A**) Schematic showing the exon organization and protein domains of Epha2 (RefSeq GRCm39, NM_010139.3) located on mouse chromosome 4 (physical location 141028532..141056695) spanning ~28 kb with 17 coding exons (boxes 1-17). The locations of the p.R722Q variant and the insertion-deletion mutation (exon-13) in the TK domain relative to the insertion site (exon-5) of the plasmid vector (pMCIneo) used to generate the null allele are indicated. Protein domains: SP, signal peptide, LBD, ligand-binding domain, FN3-1/2, fibronectin type-III 1 and 2, TM, transmembrane, TK—tyrosine kinase, SAM—sterile alpha-motif, IPI—PSD95/Dlg/ZO-1 (PDZ) binding motif. (**B**–**F**). Genomic DNA sequence of exon-13 showing the targeted p.R722Q missense variant in heterozygous *Epha2*-Q722 mice (**C**) and homozygous *Epha2*-Q722 mice (**D**) and the homozygous near-target insertion-deletion mutation in *Epha2*-indel722 mice (**F**) compared with the corresponding wild-type regions (**B**,**E**).

**Figure 2:**
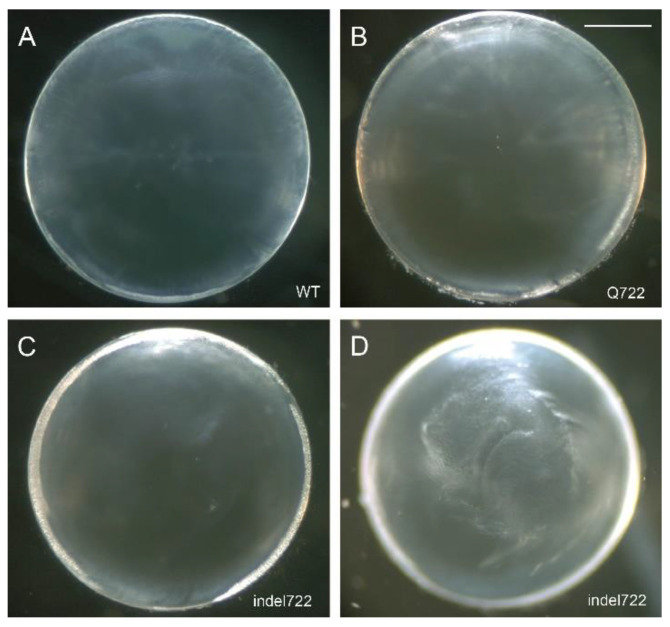
*Epha2*-mutant lens phenotype. (**A**–**D**) Representative dissecting-microscope images of wild-type (**A**), *Epha2*-Q722 (**B**) and *Epha2*-indel722 (**C**,**D**) lenses (P21) taken with the anterior pole down under dark-field illumination focused either on the lens periphery or equator region (**A**–**C**) or the posterior polar surface (**D**). Scale bar: 500 µm.

**Figure 3:**
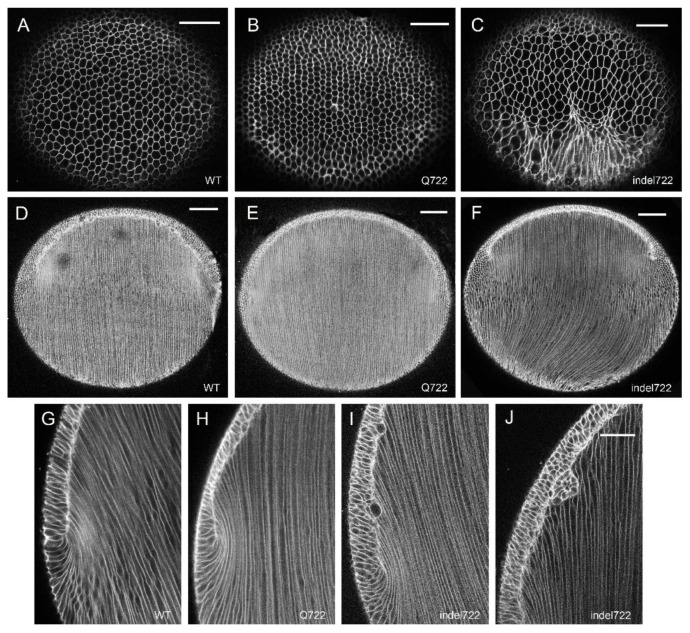
Whole-mount imaging of epithelial-to-fiber cell alignment in *Epha2*-mutant lenses. Representative superficial (10–20 µm depth) equatorial images (**A**–**C**), intermediate (100–150 µm depth) equatorial images (**D**–**F**), and deep (300–400 µm depth) equatorial images (**G**–**J**) of wild-type (**A**,**D**,**G**), *Epha2*-Q722 (**B**,**E**,**H**), and *Epha2*-indel722 (**C**,**F**,**I**,**J**) lenses (P7). Scale bar: 50 µm (**A**–**C**,**G**–**J**), 100 µm (**D**–**F**).

**Figure 4:**
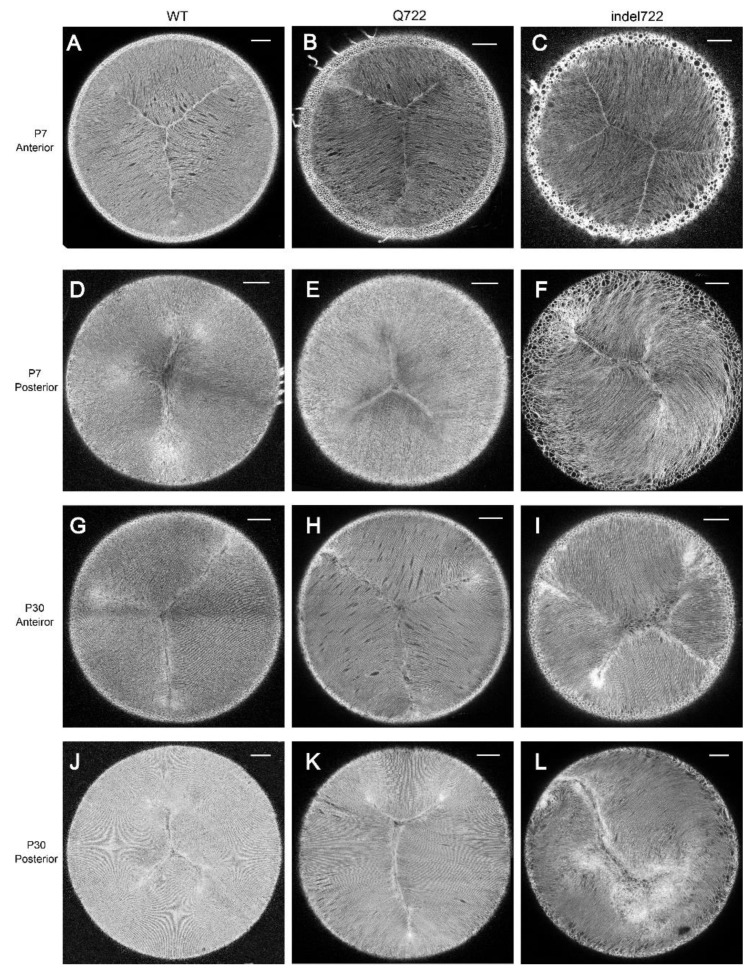
Whole-mount imaging of Y-suture formation in *Epha2*-mutant lenses. (**A**–**C**,**G**–**I**) Representative anterior suture images of wild type (**A**,**G**), *Epha2-Q722* (**B**,**H**), and *Epha2*-indel722 (**C**,**I**) lenses at P7 (**A**–**C**) and P30 (**G**–**I**). (**D**–**F**,**J**–**L**) Representative posterior suture images of wild-type (**D**,**J**), *Epha2-Q722* (**E**,**K**), and *Epha2*-indel722 (**F**,**L**) lenses at P7 (**D**–**F**) and P30 (**J**–**L**). Image depth from lens surface: 100–150 µm (**A**–**L**). Scale bar: 100 µm.

**Figure 5:**
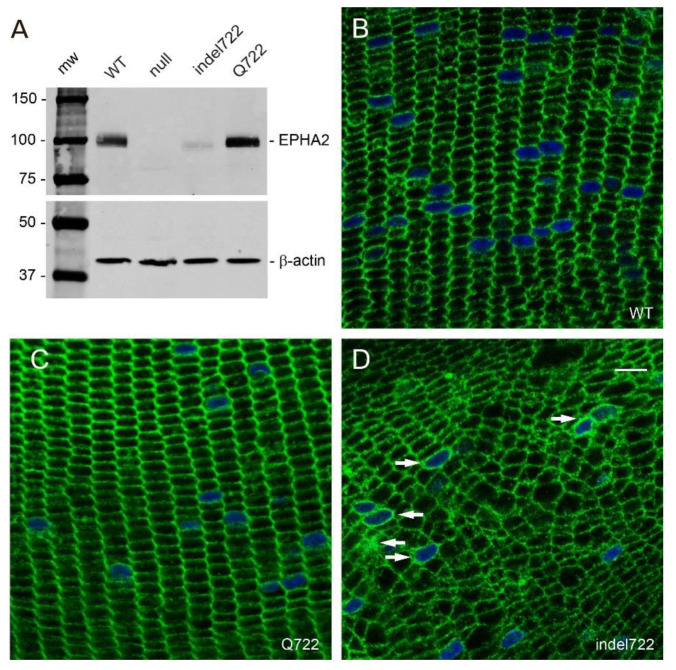
Expression and distribution of EPHA2 mutants in the lens. (**A**) Immunoblot analysis of *Epha2*-mutant lenses. (**B**–**D**). Immuno-localization of EPHA2 in wild type (**B**), *Epha2*-Q722 (**C**), and *Epha2*-indel722 (**D**) mutant lenses (P21). Arrows in panel D indicate intracellular and/or perinuclear localization of EPHA2. Scale bar, 10 µm.

**Figure 6:**
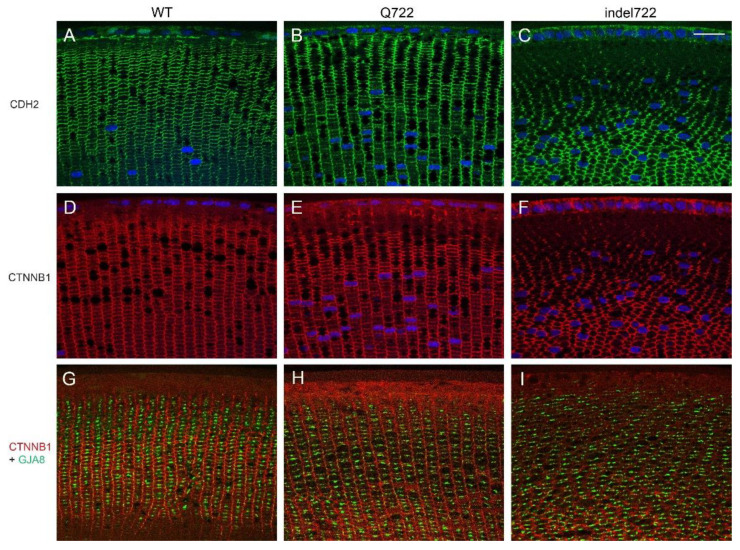
Distribution of CDH2, CTNNB1, and GJA3 in *Epha2*-mutant lenses. Immuno-localization of CDH2 (**A**–**C**), CTNNB1 (**D**–**I**), and GJA3 (**G**–**I**) in wild type (**A**,**D**,**G**), *Epha2*-Q722 mutant (**B**,**E**,**H**) and *Epha2*-indel722 mutant (**C**,**F**,**I**) lenses (P28). Scale bar, 20 µm.

**Figure 7:**
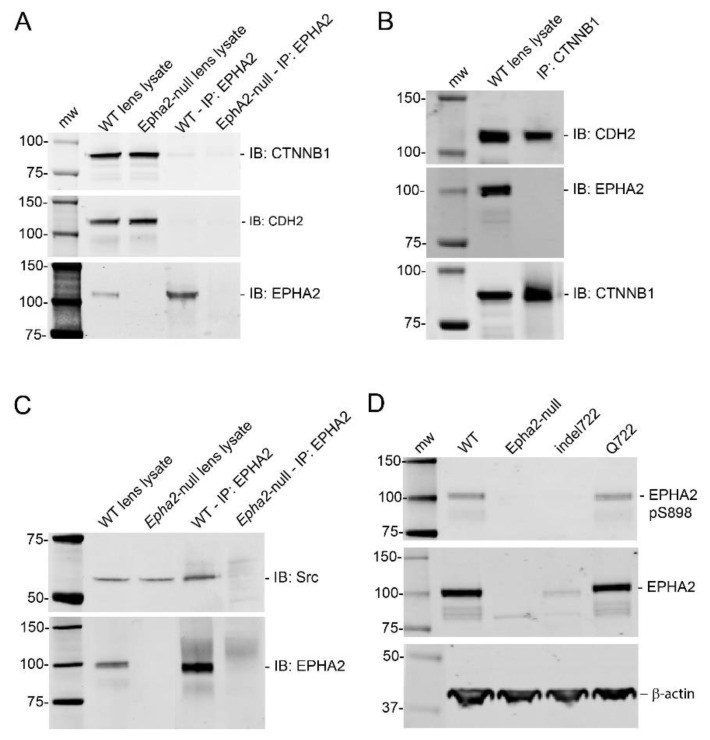
EPHA2 complex formation and phosphorylation status in the lens. (**A**–**C**) Immunoprecipitation analysis of wild type lenses (P21) showing that EPHA2 forms trace complexes with CTNNB1 but not with CDH2 (**A**) and that CTNNB1 complexes strongly with CDH2 but not with EPHA2 (**B**), whereas EPHA2 forms complexes with Src (**C**). (**D**) Immunoblot showing EPHA2 serine 898 phosphorylation (pS898) levels detected in wild-type and *Epha2*-mutant lenses.

**Figure 8:**
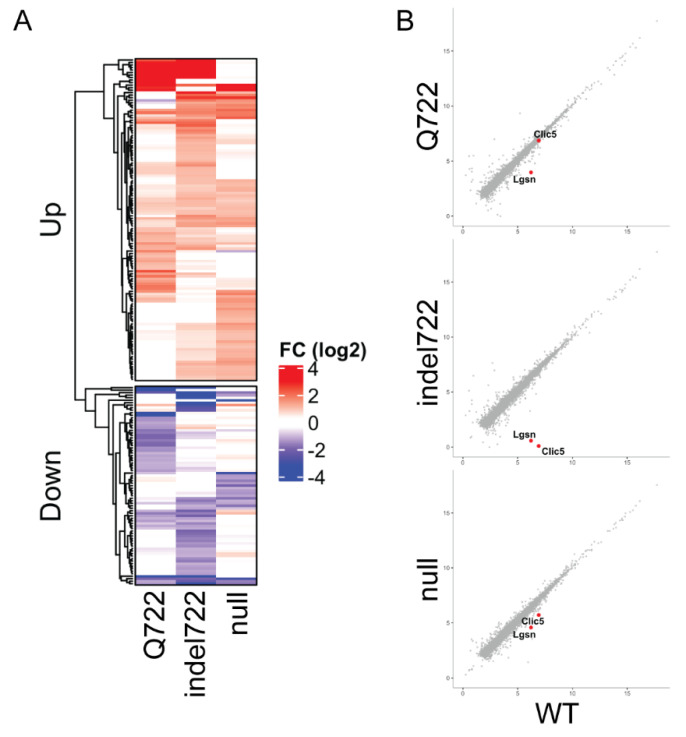
Gene expression changes in *Epha2*-mutant and *Epha2*-null lenses (P7). RNA-seq analysis identifies unique expression changes in *Epha2*-mutant (Q722, indel722) and *Epha2*-null lenses compared to wild type (**A**). Genes known to be involved in lens cell differentiation, *Lgsn* and *Clic5*, show varied downregulation across *Epha2* genotypes (**B**).

## Data Availability

RNA-seq data files have been deposited in the Gene Expression Omnibus (GEO) database under accession no. GSE181358.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/cells10102606/s1. Figure S1. Allele-specific PCR-genotyping of *Epha2*-mutant mice. (A) PCR amplicons of wild type (R722), heterozygous *Epha2*-Q722 (R722Q) and homozygous *Epha2*-Q722 (Q722) alleles using three exon-13 primers (Table S1) indicated by arrows in the schematic below. (B) PCR amplicons of wild type (*+/+*), heterozygous *Epha2*-indel722 (+/indel722), and homozygous *Epha2*-indel722 (indel722) alleles using exon-13 flanking primers. Figure S2. RNA-seq data differential expression analysis. Triplicate samples from wild-type (WT), *Epha2*-mutant (Q722, indel722), and *Epha2*-null lenses (P7) mostly cluster independently for all dysregulated genes (A). Full heat-map of Figure 8A displays FC of each gene relative to WT in each *Epha2* genotype tested (B). Figure S3. Gene ontogeny (GO) analysis of the combined upregulated genes from *Epha2*-mutant (Q722, indel722) and *Epha2*-null lenses (P7). Table S1. Primer sequences used for PCR-amplification and Sanger sequencing of *Epha2*. Table S2. Primary antibodies used for confocal microscopy, immunoprecipitation, and immunoblotting. Table S3. 

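Of the 10 genes that rose most in Epha2-Q722 lenses, 5 are pseudogenes. The 10 largest rises were Rps3a3 (log2 fold change 6.34, standard error 0.67, adjusted p = 0.00060), Hmga1b (5.67, adjusted p = 7.0e-15), Tuba1c, Gm6969 (5.01, adjusted p = 9.3e-14), Atp6v0c-ps2 (4.51, adjusted p = 3.4e-16), Acer2, Gm9825 (4.16, adjusted p = 2.6e-15), Gm6166 (4.03, standard error 0.31, adjusted p = 8.6e-05), the translation factor gene Eif3j2 (3.26, adjusted p = 3.2e-09) and Wdfy1, all from edgeR's quasi-likelihood test. Rps3a3, Gm6969, Atp6v0c-ps2, Gm9825 and Gm6166, like Gm5345 among the falls, are pseudogenes, and Hmga1b is a near-identical copy of Hmga1, so reads may be shared with their parent genes. Atp6v0c, which encodes a subunit of the vacuolar proton pump, fell (-3.18, standard error 0.16, adjusted p = 9.0e-13) where its pseudogene rose, and Hmga1 fell as well (-1.23). Among the 10 largest falls, the class I histocompatibility gene H2-K2 had 0 reads in Epha2-Q722 against 510 in wild type, at least 195-fold lower with a floor of 3 counts over the group, and H2-T24 fell by 6.48 on the log2 scale (standard error 0.31, adjusted p = 3.8e-13); both belong to a multigene family whose members may share reads. The others were Gm5345 (-3.28, adjusted p = 0.0037), the brain-expressed membrane protein gene Sez6l (-3.24, adjusted p = 3.0e-09), Atp6v0c, Avp (-2.07, adjusted p = 7.3e-05), Zfp365 (-1.97, adjusted p = 3.4e-11), the antisense transcript Gm26782 (-1.94), whose reads cannot be told from its partner's without a strand setting, the transporter gene Slc22a15 (-1.91, adjusted p = 3.9e-05) and the extracellular matrix gene Emilin2 (-1.81, adjusted p = 5.1e-11). The largest group of neighboring calls held 5 genes on chromosome 17 between 22361453 and 27563674, among them Zfp758 (-1.36), Tsc2, a brake on mTOR signaling (-1.09), the calcium release channel gene Itpr3 (1.20) and Hmga1. The crystallin gene Crybb2 was called at -1.13 (adjusted p = 0.034), and that call was lost without any 1 of the 6 libraries (adjusted p = 0.055 without wild type replicate 1, 0.094 without replicate 2 and 0.10 without replicate 3, and 0.081, 0.084 and 0.099 without Epha2-Q722 replicates 1 to 3) and with the replicate number as a block (adjusted p = 0.086). The Gm5345 call was lost in a fit of the 6 libraries alone (adjusted p = 0.062).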

Differentially regulated genes (fold-change FC ≥ 2, false discovery rate FDR ≤ 0.05) in the *Epha2*-Q722 lens (P7). Table S4. 

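Many of the genes that changed in Epha2-indel722 lenses lie on chromosome 4, as Epha2 does. This chromosome held 23 of the 88 calls where its share of the tested genes gives 5.82, and 15 called genes other than Epha2 lay within 20 Mb of it, against 2.57 (95% range 0 to 6) among 10000 random draws of tested genes (one-sided permutation p = 1e-04, the smallest these draws can give). The largest group of neighboring calls held 8 genes from 133964738 to 142015082: the chromatin gene Hmgn2 (log2 fold change -1.34), Paqr7 (-1.17), Nipal3, the endothelin-converting enzyme gene Ece1 (1.23), Camk2n1, Epha2, the calcium-binding Efhd2 (-2.04) and Fhad1 (-1.90). In Epha2-Q722 and Epha2-null lenses 2 called genes each lay in the same window of 257 tested genes, against 2.08 and 2.16 in random draws (one-sided permutation p = 0.62 and 0.64). The 10 largest rises in Epha2-indel722 were Tuba1c, Rps3a3 (5.96), Rpsa-ps10 (5.01, standard error 0.83, adjusted p = 0.0052), Hmga1b (4.75), Atp6v0c-ps2 (4.40), Acer2, Gm9825 (4.00), Gm6969 (3.91), Draxin and Dcdc2a; Rpsa-ps10, a pseudogene of a ribosomal protein gene, rose from 6.05 to 195 normalized CPM. The 10 largest falls were Clic5, Lgsn, the lysozyme-like gene Lyzl4, with 0 reads against 232 in wild type and at least 95.1-fold lower with a floor of 3 counts over the group, H2-T24 (-5.49, adjusted p = 4.7e-13), Nipal3, a gene of a magnesium transporter family (-4.90, standard error 0.13, adjusted p = 1.4e-17), Atp6v0c (-3.50, adjusted p = 2.3e-13), Gm13091 (-3.15, adjusted p = 1.9e-11), Camk2n1, the securin gene Pttg1 (-2.68, standard error 0.36, adjusted p = 0.00061) and the Golgi GTPase gene Rab6b (-2.47, standard error 0.10, adjusted p = 3.1e-14), from edgeR's quasi-likelihood test. The pseudogenes and Hmga1b may share reads with their parent genes. Within 5 Mb of another called gene lay 48 of the 88 calls, against 33.1 (95% range 22 to 44) in random draws (one-sided permutation p = 0.0049), a grouping that also passed at 1 Mb (28 of 88 against 12.0, permutation p = 9e-04) and did not pass at 20 Mb (67 of 88 against 65.1, p = 0.38) or with no fold threshold (1094 of 1137 against 1102, p = 0.94). By the 5 Mb count Epha2-Q722 had 26 of 70 against 22.2 (permutation p = 0.25) and Epha2-null 29 of 73 against 23.8 (permutation p = 0.18). At 20 Mb and with no fold threshold, random draws already gave most genes a neighbor, which left little room for an excess. With no fold threshold, 63 genes lay within 20 Mb of Epha2 in Epha2-indel722 against 33.6 in random draws (one-sided permutation p = 1e-04). In Epha2-Q722 it was 15 against 16.3 and in Epha2-null 29 against 28.7 (permutation p = 0.67 and 0.51).

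**Figure D3:**
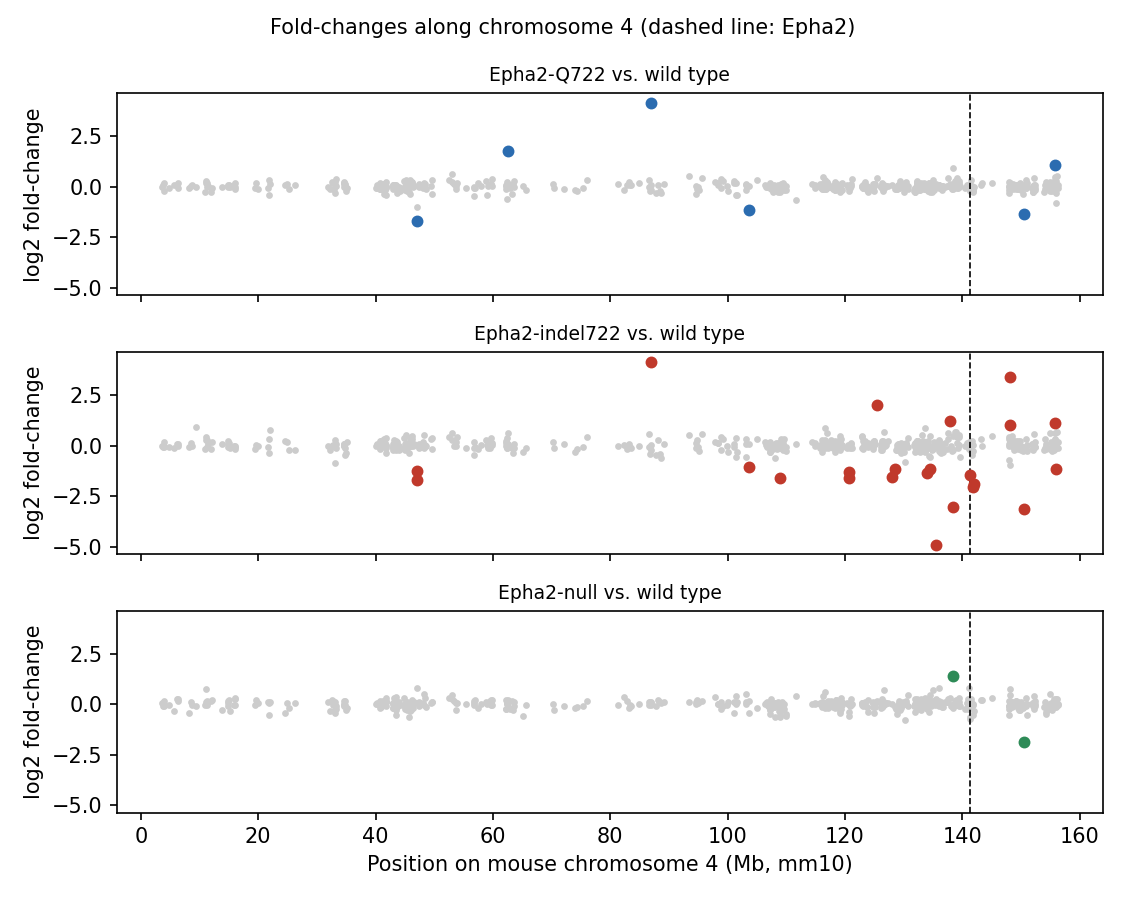
Log2 fold change of the tested genes of chromosome 4 against wild type by position in mm10, for each Epha2 genotype; colored points are called genes and the dashed line marks Epha2. In Epha2-indel722, 15 called genes other than Epha2 lie within 20 Mb of the line, and 2 in each of the other genotypes.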

Differentially regulated genes (fold-change FC ≥ 2, false discovery rate FDR ≤ 0.05) in the *Epha2*-indel722 lens (P7). Table S5. 

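The gene that fell most in Epha2-null lenses encodes a non-coding RNA. Among the largest rises were Eif3j2 (log2 fold change 3.58, standard error 0.23, adjusted p = 8.5e-10), Wdfy1, Stard9, Dcdc2a, the Y-linked Gm47283 (1.92, adjusted p = 1.2e-05), Gm10382 (1.77, adjusted p = 6.7e-06), the polo-like kinase gene Plk5 (1.49, standard error 0.32, adjusted p = 0.017), the calcium-binding Cabp5 (1.47, adjusted p = 2.9e-09) and the glutathione transferase gene Gstp2 (1.47, adjusted p = 1.2e-09), from edgeR's quasi-likelihood test. Eif3j2 and Gstp2 have close paralogs with which they may share reads. The largest falls were the non-coding RNA AI506816 (-5.43, standard error 0.11, adjusted p = 6.3e-21), from 67.0 to 1.56 normalized CPM, Sox2ot, which overlaps Sox2 (-3.15, standard error 0.23, adjusted p = 4.1e-05), and Avp (-3.00, standard error 0.24, adjusted p = 6.1e-06). Next came Gpd1l, a glycerol phosphate dehydrogenase gene (-2.17, standard error 0.072, adjusted p = 5.6e-16), Tbc1d30 (-1.94, adjusted p = 1.5e-06), the netrin receptor gene Unc5b (-1.91, standard error 0.17, adjusted p = 6.1e-08), Gm13091 (-1.84, adjusted p = 1.1e-08), the nicotinic receptor gene Chrna4 (-1.83, standard error 0.16, adjusted p = 4.6e-06), Rsad2 and Ngef. Ngef encodes ephexin-1, which acts downstream of Eph receptors, and fell in Epha2-null (-1.56, standard error 0.094, adjusted p = 2.8e-09) and in Epha2-indel722 lenses (-0.69, adjusted p = 2.9e-05), with -0.24 (adjusted p = 0.12) in Epha2-Q722. Epha2-null differed from Epha2-Q722 in Ngef by -1.32 (adjusted p = 1.1e-08) and Epha2-indel722 from Epha2-null by 0.87 (adjusted p = 3.9e-06). The largest group of neighboring calls held Col26a1, Prkar1b (1.24), Gm42808 (1.37) and the actin-bundling gene Fscn1 (-1.08, adjusted p = 5.4e-08) on chromosome 5 between 136741759 and 142973185. The Plk5 call was lost in a fit of the 6 libraries alone (adjusted p = 0.11) and without wild type replicate 2 (0.064), wild type replicate 3 (0.073) or Epha2-null replicate 1 (0.052).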

Differentially regulated genes (fold-change FC ≥ 2, false discovery rate FDR ≤ 0.05) in the *Epha2*-null lens (P7).

How the deposited data were processed for this re-analysis (not part of the article)

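Gene expression was measured by RNA-seq in P7 lenses of wild type, Epha2-Q722, Epha2-indel722 and Epha2-null mice, with 3 libraries per genotype and 6 lenses per library. The authors aligned reads to mm10 with STAR (v2.5.3a), filtered alignments with SAMtools (v1.4.1) and counted reads per gene with HTSeq (v0.11.0); the text names neither the annotation release nor the strand setting of the counting. The deposited table gives whole read counts for 8676 genes and, beside them, CPM (counts scaled to library size) that the authors computed on each library's full total without TMM factors, log2 fold changes and average log2 CPM from the authors' edgeR comparisons, and their p-values with Benjamini-Hochberg adjustment. Every listed gene exceeds 3 CPM in at least 6 of the 12 libraries, the lowest sixth-highest value being 3.01, so genes expressed below this are not analysed here, and the listed genes hold 99.3% to 99.5% of each library's total. All 12 libraries were used and 0 of the table's sample columns were left out.

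Library totals were 14543069 to 19874646 in wild type, 15674528 to 20340688 in Epha2-Q722, 18434188 to 20072832 in Epha2-indel722 and 15483875 to 17719581 in Epha2-null. A gene without reads could hold up to 3 counts, 0.147 to 0.206 CPM in a library, and folds against a group at 0 use 3 counts over the group's 3 libraries; floors and intervals cover counting error only. TMM factors were 0.886 to 0.913 in wild type, 0.982 to 1.04 in Epha2-Q722, 0.945 to 1.06 in Epha2-indel722 and 1.06 to 1.12 in Epha2-null. The 20 most abundant genes held 67.7%, 64.2%, 63.7% and 62.0% of counts in the same order, and the ribosomal RNA locus 0.450% to 3.83%. Symbols that a spreadsheet had turned into dates were restored for 14 genes by Ensembl ID, 43 symbols differ from those of GENCODE vM21, and 8675 genes had a position there.

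Counts as deposited were tested with edgeR 4.0.16 (glmQLFit with robust estimation and glmQLFTest) in R 4.3.3, with TMM factors, genotype as the only factor and all 12 libraries in 1 fit (8 residual degrees of freedom), for each genotype against wild type and for each pair of mutant genotypes. filterByExpr removed 0 genes. Printed log2 fold changes use a prior count of 0.125, standard errors follow from the fold change and the test statistic, and called genes have a fold change of at least 2 and an adjusted p of at most 0.05. Normalized CPM are given as mean ± SD of 3 libraries. On counts simulated from these libraries' means and totals, with 200 genes changed, the procedure called 35 of 67, 35 of 67 and 43 of 67 genes changed by 2-fold in Epha2-Q722, Epha2-indel722 and Epha2-null, 66, 67 and 65 of 67 changed by 4-fold, and 66, 65 and 66 of 66 changed by 8-fold, with 0 false calls among 8675, 8675 and 8674 genes; 66, 67 and 67 of the 2-fold genes passed the adjusted p, so a 2-fold change sits at the fold threshold itself.

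Before the data were examined, the test, the alternatives, the gene lists and the rule for named genes were fixed. Named are the genes whose expression or protein the paper discusses (their values in the paper had been seen), the 10 largest rises and falls per genotype among called genes whose libraries do not overlap and whose mean reaches 1 CPM in a group, genes called in the same direction in all 3 genotypes or in opposite directions in 2, called members of the fixed lists, and the called genes of the largest genomic cluster. Named after their values were seen were Tuba1a, Tuba1b, Rpsa, Rps3a1, Fabp5 and list members that were not called; some genes that meet the rule are not reported here. The 29 lists cover crystallins, fiber differentiation, lens epithelium, EPH receptors and ephrins, Src and cortical actin signaling, cell junctions, tubulins, structural cytoskeleton, cilium and centrosome, extracellular matrix, chloride channels, gated cation channels, calcium binding, proliferation, epithelial-mesenchymal transition, unfolded protein response, Toll-like receptor and interferon response, heat shock and immediate early genes, mitochondrial transcripts, sex-linked genes, and markers of red blood cells, endothelium, pericytes and smooth muscle, macrophages and leukocytes, retinal neurons, pigmented epithelium, corneal epithelium, skeletal muscle and glia. Lists with at least 3 measured members were tested with camera of limma 3.58.1 at a correlation between genes of 0.01, with Benjamini-Hochberg adjustment over lists within a comparison, and again with an estimated correlation; list members also have an adjusted p over the list alone. Combined lists of the 3 genotypes were tested by Fisher's exact test, which was chosen after the data were seen, as were folds against a floor.

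Libraries were compared by Spearman's correlation over all genes, with 100000 permutations of the genotype labels. Overlaps between comparisons, which share the wild type libraries, were set beside independent lists, and correlations of fold changes beside 50 simulations of unchanged groups. Called genes with another called gene within 5 Mb, and called genes within 20 Mb of Epha2, were counted against 10000 random draws of tested genes. Pseudogene parents were found with blastn 2.17.0 against all tested protein-coding genes that do not overlap the pseudogene, a search widened to all such genes after a first run. The alternatives were DESeq2 1.42.0, edgeR's exact test with TMM, relative log expression scaling, a mean of at least 5 CPM, fits of the 6 libraries of a comparison, the replicate number as a block, no fold threshold, a test against 1.5-fold, a prior count of 2, other correlation measures and gene sets, other distances, and leaving out each library in turn. Chosen after seeing the data were library totals without TMM, the exact test with a common dispersion on library totals, and estimation without robustness.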

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

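The counts of neighbors within 5 Mb and of calls near Epha2 were planned. What neighboring genes varying together would show was written down beforehand. What the other explanations of these counts would show was written down later. Chosen after the result was seen were the tests of calls away from Epha2 and both tests on pseudogenes. So were all tests on Lgsn other than that of fewer fiber cells, and that of ribosomal RNA replaced an earlier one without a contrast. For the calls away from Epha2 and the varying alleles, how a p just above 0.05 would be read was also set after the result was seen. The test of calls away from Epha2 had first been read in favor of the explanation.

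Genes called in Epha2-indel722 lie close together: 48 of 88 have another within 5 Mb against 33.1 by chance, and 15 other than Epha2 lie within 20 Mb of it. The random draws argue against chance placement (one-sided permutation p = 0.0049 for 5 Mb, and 1e-04, the smallest the draws can give, for the window around Epha2). For the genes near Epha2, DNA carried along with the edited allele from a source other than B6J is a candidate explanation. It rests on the count near Epha2, planned as a measure of linked variants, which reached 15 where 2.57 would come by chance. Epha2-Q722, edited at the same codon, and Epha2-null had 2 each in that window, against 2.08 and 2.16 by chance. The count shows where calls lie and not the source of the DNA. Whether such DNA would account for the grouping elsewhere stays open, since 32 of 72 calls away from Epha2 have a neighbor against 23.5 by chance (one-sided permutation p = 0.059). Neighboring genes varying together in any grouping of libraries also stays open, as another split of the libraries reaches 41 genes with a neighbor against 48. An effect of the mutant receptor on these genes stays open too, as untested.

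Lgsn stood at 0.582 normalized CPM in Epha2-Q722 replicate 1 and at 24.6 and 18.6 in replicates 2 and 3. Fewer fiber cells in replicate 1 are argued against by the other 19 fiber genes, whose median log2 difference between these libraries is -0.081 (-0.26 to 0.19) where that of Lgsn is -4.34. Ribosomal RNA takes reads from all genes alike, and its share was 2.58%, 1.05% and 0.450% in these replicates. Scaling takes out a loss shared by all genes before these values are compared, so the fiber genes cannot test it. The difference of Lgsn is what remained after scaling. Different shares of female and male lenses left Lgsn much alike in wild type, where the lowest value is 0.898 of the highest. Those libraries held 241, 428 and 151 reads of the Y-linked Ddx3y and 91, 3 and 396 of Xist. Epha2-Q722 replicate 1, the library with little Lgsn, held 0 Ddx3y reads, and no wild type library lacked them. An effect seen only in pools without male lenses, or only in this genotype, therefore stays open. Alleles that still vary between animals of the line may contribute and stay open: 18 of 47 genes over 2-fold apart between Epha2-Q722 libraries have another such gene within 5 Mb against 11.1 by chance (one-sided permutation p = 0.052).

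Pseudogenes made 11 of the 55 genes up in Epha2-Q722 or Epha2-indel722, against 79 of 8676 tested, and were not discussed in the paper. The share was above that of all listed genes (two-sided Fisher's exact test, p = 1.51e-12), but the test cannot decide on a chance share. A pseudogene below 3 CPM in wild type is listed only if libraries of more than 1 mutant genotype exceed that level. The filter itself thus favors raised pseudogenes. Reads of the parent gene assigned to the pseudogene are a candidate explanation, since in 11 of 16 pairs of pseudogene and genotype the parent lost at least 0.5 times the CPM the pseudogene gained, and in 8 of these 11 it was also lower at an adjusted p of at most 0.05 in edgeR's test, though for Rps3a1, in 2 of the 8, this is lost on library totals (adjusted p = 0.12 in Epha2-Q722 and 0.064 in Epha2-indel722) and without any 1 of 5 libraries in Epha2-Q722 (0.099 to 0.15) or in a fit of 6 libraries in Epha2-indel722 (0.052). For example, Rpsa-ps10 gained 189 CPM in Epha2-indel722 where Rpsa lost 180, and Gm6166 gained 607 in Epha2-Q722 where Fabp5 lost 829 (adjusted p = 0.25). Some parents lost far more than their pseudogene gained. In Epha2-indel722 Rpl14 lost 82.0 CPM where Rpl14-ps1 gained 17.4, and Rps7 lost 28.6 where Gm6472 gained 7.83. The falls of Rps7 did not pass in Epha2-Q722 or Epha2-indel722 (adjusted p = 0.70 and 0.18, edgeR), and its SD in wild type was 9.84 CPM. In the 5 remaining pairs neither held, so transcription of those pseudogenes themselves stays open. Among these pairs, Rps26-ps1 was matched to the doubtful parent Med21, and Zfp862-ps to Pcnp, to which its name does not point. Epha2-null had 0 pseudogenes up, but a pseudogene low in wild type and raised in Epha2-null alone would not be listed.

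Camk2n1 differed between Epha2-indel722 and Epha2-null by -4.43 on the log2 scale (adjusted p = 4.9e-11, edgeR), after changes in opposite directions from wild type, and lies in the group of calls around Epha2. Insm1 differed between Epha2-null and Epha2-Q722 by -2.91 (adjusted p = 3.6e-12, edgeR), again after opposite changes. Gm14005 differed from Epha2-Q722 by 3.02 in Epha2-indel722 (adjusted p = 3.9e-09, edgeR) and by 2.60 in Epha2-null (adjusted p = 5.2e-08).

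For the counts of called genes, 3 libraries against 3 make 10 splits, too few for a share under 0.05, and in each comparison only 1 split, the real one, reached the real count. The real counts were 70 in Epha2-Q722, 88 in Epha2-indel722 and 73 in Epha2-null against wild type, with 2, 0 and 0 in the highest other split, and 80, 105 and 85 between Epha2-indel722 and Epha2-Q722, Epha2-null and Epha2-Q722, and Epha2-indel722 and Epha2-null, with 0 in every other split.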

How the results depend on the processing

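Library totals without TMM, the exact test with common dispersion on library totals and the non-robust fit were chosen after seeing the data. Relative log expression scaling called the same 70, 88 and 73 genes, and DESeq2 called 74, 90 and 76 genes, of which 70, 87 and 73 are shared. Leaving out 1 library gave 65 to 84 calls in Epha2-Q722, 85 to 95 in Epha2-indel722 and 66 to 77 in Epha2-null, with 58 to 64, 82 to 85 and 61 to 67 of the original genes among them, and 74 to 92, 101 to 127 and 81 to 88 calls in the comparisons of Epha2-indel722 with Epha2-Q722, Epha2-null with Epha2-Q722 and Epha2-indel722 with Epha2-null. Clustering stayed at 12 of 12 libraries with Pearson's correlation or the 500 most variable genes. It did so with the 172 called genes too, but these were chosen by genotype in the same libraries, which favors that outcome. A value of a named gene was counted as kept if it stayed on its side of the adjusted p threshold. If it passed in either fit, its direction had to stay as well. Direction was not compared for values that passed in neither, and 152 of the 282 values passed here. Of 282 values of 94 named genes, 275 were kept with DESeq2, 271 with edgeR's exact test and TMM, and 282 with relative log expression or a prior count of 2. The test against 1.5-fold kept 233, library totals 254, the exact test with common dispersion 221 and the fit without robust estimation 271. Fits of 6 libraries kept 256 of 280, and all 222 that could be had were kept at a mean of at least 5 CPM. A fit without the low-expression filter gave no value of its own, since the filter removed 0 genes. Depth limits folds of genes near the floor, such as Clic5 in Epha2-indel722.

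With no fold threshold the calls were 553 in Epha2-Q722 (239 up, 314 down), 1137 in Epha2-indel722 (584 up, 553 down), 972 in Epha2-null (432 up, 540 down), and 1080, 1473 and 855 between Epha2-indel722 and Epha2-Q722, Epha2-null and Epha2-Q722, and Epha2-indel722 and Epha2-null; shared calls were 232 for Epha2-Q722 and Epha2-indel722, 138 for Epha2-Q722 and Epha2-null and 405 for Epha2-indel722 and Epha2-null, and 1094 calls in Epha2-indel722 had a neighbor within 5 Mb, within the range of random draws (1091 to 1113); at 20 Mb 67 of 88 had one. On library totals without TMM, 66 genes were up in Epha2-indel722 and 66 up and 20 down in Epha2-null, and with the exact test and common dispersion 48 were up in Epha2-Q722, 68 up in Epha2-indel722 and 68 up and 21 down in Epha2-null, with 38 shared by Epha2-indel722 and Epha2-null; scaling sets these splits, as the median of all genes moves with it. On both, log2 fold changes in Epha2-null turned for Cdh2 (0.26 and 0.26), Ctnnb1 (0.0041 and 0.0041) and Gja3 (0.0016 and 0.0016), and for Tsc2 (0.23) with the exact test. At a mean of at least 5 CPM, where fewer genes are tested, 53 genes differed between Epha2-indel722 and Epha2-Q722, Epha2-Q722 and Epha2-null shared 7, and Epha2-indel722 and Epha2-null correlated at 0.42. The test against 1.5-fold left 7 shared by Epha2-Q722 and Epha2-null, and Clic5 in Epha2-null (-1.51) no longer passed (adjusted p = 0.58), nor in a fit of 6 libraries (-1.52, adjusted p = 0.11). A prior count of 2 gave correlations of 0.53 for Epha2-Q722 with Epha2-indel722 and 0.42 for Epha2-indel722 with Epha2-null; the causes were not tested.

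Lgsn passed in Epha2-Q722 with edgeR's exact test and TMM (-2.47, adjusted p = 0.0033), the exact test with common dispersion (-2.28) and non-robust estimation (-2.42, adjusted p = 0.0027), and in Epha2-null with the exact test and TMM (-1.95, adjusted p = 0.022), a fit of 6 libraries (-1.97, adjusted p = 0.048), the exact test with common dispersion (-1.68) and non-robust estimation (-1.96, adjusted p = 0.0073); the cause was not tested. Leaving out 1 library moved Lgsn over -2.99 to -1.90 in Epha2-Q722 (past the threshold without Epha2-Q722 replicate 1, adjusted p = 0.022), -7.42 to -7.30 in Epha2-indel722 and -2.46 to -1.74 in Epha2-null, and Clic5 over -12.06 to -10.20 in Epha2-indel722 and -2.01 to -1.24 in Epha2-null, where only leaving out Epha2-null replicate 3 kept the call. It moved the correlations of fold changes over 0.46 to 0.53, 0.22 to 0.30 and 0.38 to 0.44, and the gene lists past the threshold over 0 to 2 in Epha2-Q722, 0 to 2 in Epha2-indel722 and 3 to 5 in Epha2-null; with an estimated correlation between genes 0, 0 and 0 lists passed. Lists in Epha2-Q722 went to 0 without wild type replicate 3 or Epha2-Q722 replicate 3, and in Epha2-indel722 without wild type replicate 3 or Epha2-indel722 replicate 1 or 2.

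The replicate numbers do not pair the libraries: 18 pairs of the same number had a mean correlation of deviations of -0.0096 (-0.14 to 0.20), other pairs 0.0051, and 3 of 12 libraries correlated best with their own number. With the replicate number as a block, 67, 88 and 74 genes were called in Epha2-Q722, Epha2-indel722 and Epha2-null, and 80, 105 and 87 between mutants, with 25, 11 and 24 shared and correlations of 0.50, 0.25 and 0.40; among the named values only Rsad2 (adjusted p = 0.089) and Crybb2 (0.086) in Epha2-Q722, Ano1 in Epha2-indel722 (0.024) and Efhd2 in Epha2-Q722 (0.037) changed sides.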

Differences from the paper's values

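The paper reports 48 upregulated genes in Epha2-Q722 lenses and 31 were called here at the same thresholds. Of the alternatives set before the data were examined, DESeq2 (32), edgeR's exact test with TMM (34) and leaving out wild type replicate 2 (33) or Epha2-Q722 replicate 3 (35) come within 1.5 times of the paper's count, and relative log expression scaling (31), a mean of at least 5 CPM (22), a fit of 6 libraries (26), the replicate block (29), no fold threshold (239), the test against 1.5-fold (23), a prior count of 2 (30) and leaving out any other library (28 or 29) do not. In Epha2-indel722 lenses the paper's count of upregulated genes is 68 and that here 38, and no such alternative comes within 1.5 times (31 to 39, 584 with no fold threshold, and 34 to 41 with 1 library left out). In Epha2-null lenses the paper's 68 upregulated and 21 downregulated genes stand beside 30 and 43 here, and again no such alternative comes within 1.5 times (20 to 31 up and 33 to 45 down, 432 and 540 with no fold threshold, and 26 to 30 up and 36 to 51 down with 1 library left out). The exact test with a common dispersion on library totals gives 48 up and 38 down in Epha2-Q722, 68 and 42 in Epha2-indel722 and 68 and 21 in Epha2-null; it was chosen after seeing the values, its fold changes match the deposited ones to within 4e-11, and it drops 0 of the paper's called genes. Library totals without TMM, also chosen after seeing the values, give 45, 66 and 66 up and 29, 39 and 20 down, and share 60, 77 and 50 genes with the calls here. Of the authors' 86, 110 and 89 called genes, 60, 77 and 50 are called here in the same direction.

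The paper counts Lgsn among the genes downregulated in all 3 genotypes; here it is called in Epha2-indel722, and in Epha2-Q722 and Epha2-null its log2 fold changes of -2.42 and -1.96 have adjusted p = 0.068 and 0.090 in edgeR's quasi-likelihood test. It is called in Epha2-Q722 by edgeR's exact test with TMM, by the exact test with common dispersion, without robust estimation and without Epha2-Q722 replicate 1, and in Epha2-null by both exact tests, in a fit of 6 libraries and without robust estimation. The paper counts Acta2 among the genes upregulated in Epha2-null lenses; here its log2 fold change is 0.96 (adjusted p = 0.078), and it is called on library totals without TMM (1.24, adjusted p = 0.0089) and by the exact test with common dispersion (1.24), and passes the adjusted p alone with DESeq2 (0.020), edgeR's exact test with TMM (0.00020) and without robust estimation (0.0062). The paper's other named genes, Clic5, Tuba1c, Acer2, Stard9, Dcdc2a, Wdfy1, Draxin and Epha2 in Epha2-indel722, are called here in the directions it states.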

Other observations

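The counts on library totals, the neighbors of Bfsp2 and the spread within genotypes were chosen after the values were seen. Of 10 measured EPH receptors and ephrins, 0 passed in Epha2-Q722 (edgeR's quasi-likelihood test), 1 rose and 3 fell in Epha2-indel722 and 1 rose and 1 fell in Epha2-null lenses. The list holds Epha2 itself, which is the 1 that fell in Epha2-null and is among those that fell in Epha2-indel722. Ephb6, which encodes a receptor without kinase activity, rose in Epha2-indel722 (log2 fold change 0.68, adjusted p = 0.0074) and Epha2-null (0.68, adjusted p = 0.0088), and Efnb2 fell in Epha2-indel722 (-0.30, adjusted p = 0.0038). Of 15 genes of Src and cortical actin signaling, 0 rose and 2 fell in Epha2-Q722, 1 rose and 2 fell in Epha2-indel722 and 1 rose and 1 fell in Epha2-null, where Cttn, the gene for the actin-binding Src substrate cortactin, fell (-0.39, adjusted p = 0.00012) and Myo6 rose (0.28, adjusted p = 0.0091); Src itself stood at -0.01, -0.09 and -0.04. Of 13 junction genes, 0 rose and 1, 2 and 4 fell in Epha2-Q722, Epha2-indel722 and Epha2-null, among them the α-catenin gene Ctnna1 (-0.25, -0.48 and -0.47), the connexin genes Gja1 (-0.62 in Epha2-null) and Gja3 (-0.27 in Epha2-null) and Ctnnb1 (-0.27 in Epha2-null, lost without Epha2-null replicate 1 or 2, adjusted p = 0.065 and 0.052), whereas Cdh2 stood at -0.03, -0.07 and -0.01. With library totals in place of TMM most members of these lists that passed in Epha2-null were higher: 5 EPH genes rose and 1 fell, 9 Src and cortical actin genes rose and 0 fell, and 7 junction genes rose and 1 fell. By limma's camera test these lists had adjusted p = 0.60, 0.57 and 0.91, then 0.49, 0.57 and 0.62, then 0.98, 0.57 and 0.19 in the same order of genotypes, the last passing without Epha2-null replicate 3 (adjusted p = 0.040). Adjusted over the list alone, 0, 4 and 2 EPH genes, 2, 4 and 2 Src and cortical actin genes and 1, 2 and 4 junction genes passed.

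Markers of the lens epithelium, with 10 measured, had 2 that rose in Epha2-Q722, Cdh1 (0.61, adjusted p = 8.4e-06) and the growth factor receptor gene Pdgfra (0.50, adjusted p = 3.2e-05), and 1 that rose and 1 that fell in both Epha2-indel722 and Epha2-null, Cdh1 and Gja1 (camera adjusted p = 0.28, 0.82 and 0.69); with library totals 6 rose and 1 fell in Epha2-null, and adjusted over the list alone 3, 2 and 4 passed. Proliferation genes had 0 of 9 past the threshold in each genotype (camera adjusted p = 0.98, 0.71 and 0.89), and genes of epithelial-mesenchymal transition 0, 1 and 0 of 8, where Tgfb1 fell in Epha2-indel722 (-0.50; camera adjusted p = 0.98, 0.57 and 0.89); with library totals 4 genes of each list rose in Epha2-null and 0 fell, and adjusted over the list alone 0, 0 and 0 and then 0, 1 and 2 passed. The heat shock gene Dnajb1 rose in all 3 genotypes (0.26, 0.46 and 0.51), as 1 of 5 heat shock and immediate early genes (camera adjusted p = 0.98, 0.57 and 0.23), with 1, 2 and 1 past the list's own adjustment and 4 that rose in Epha2-null with library totals. Of 3 glial markers, Aqp4 fell in Epha2-indel722 (-0.77) and in Epha2-null Glul rose (0.57) and Gfap fell (-0.65; camera adjusted p = 0.98, 0.57 and 0.89), with 0, 3 and 2 past the list's own adjustment. The 2 measured genes each of endothelium and of pericytes and smooth muscle did not pass, apart from 1 of the latter in Epha2-null when adjusted over the list alone, and mitochondrial transcripts and markers of red blood cells, macrophages and leukocytes, retinal neurons, pigmented epithelium, corneal epithelium and skeletal muscle had 0 measured genes among the 8676. Of 3 sex-linked genes 0 passed (camera adjusted p = 0.74, 0.87 and 0.91), and their counts differ between pools: Xist had 3 reads in wild type replicate 2 and 1 in Epha2-null replicate 1, and Ddx3y had 0 in Epha2-Q722 replicate 1.

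Bfsp2, which encodes the lens intermediate filament protein that some inbred strains lack, had 2352, 634 and 940 normalized CPM in the Epha2-indel722 libraries, against 3352, 3297 and 3468 in wild type and 3072, 3252 and 2244 in Epha2-Q722. Its log2 fold change in Epha2-indel722 was -1.37 (standard error 0.42, adjusted p = 0.074 from edgeR's quasi-likelihood test), and it passed without Epha2-indel722 replicate 1 (-2.10, adjusted p = 9.9e-05) and with DESeq2 (adjusted p = 0.015), edgeR's exact test with TMM (2.0e-04), the exact test with common dispersion and non-robust estimation (0.0061). Rab6b, called in Epha2-indel722, lies next to it on chromosome 9 of mm10, from 103111787 to 103185276, with Bfsp2 from 103424924 to 103480420, and chromosome 9 holds 11 calls in Epha2-indel722 against 4.98 by its share of tested genes. Within the Epha2-null libraries 20 genes lay over 2-fold apart, and 7 of them had another within 5 Mb against 2.14 in random draws (one-sided permutation p = 0.018); in Epha2-indel722 it was 0 of 18.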
